# Neuroinflammation signatures in dorsal root ganglia following chronic constriction injury

**DOI:** 10.1016/j.heliyon.2024.e31481

**Published:** 2024-05-17

**Authors:** Yao Qu, Ruirui Cai, Qiao Li, Han Wang, Laijin Lu

**Keywords:** Neuropathic pain, Dorsal root ganglia, Chronic constriction injury, RNA sequencing, Transcriptome, Comprehensive analysis

## Abstract

Neuropathic pain (NP) is a common debilitating chronic pain condition with limited effective therapeutics. Further investigating mechanisms underlying NP is therefore of great importance for discovering more promising therapeutic targets. In the current study, we employed high-throughput RNA sequencing to explore transcriptome profiles of mRNAs and microRNAs in the dorsal root ganglia (DRG) following chronic constriction injury (CCI) and also integrated published datasets for comprehensive analysis. First, we established CCI rat model confirmed by behavioral testings, and excavated 467 differentially expressed mRNAs (DEGs) and 16 differentially expressed microRNAs (DEmiRNAs) in the ipsilateral lumbar 4–6 DRG of CCI rats 11 days after surgery. Functional enrichment analysis of 337 upregulated DEGs showed that most of the DEGs were enriched in inflammation- and immune-associated biological processes and signaling pathways. The protein-protein interaction networks were constructed and hub DEGs were screened. Besides hub DEGs, we also identified 113 overlapped DEGs by intersecting our dataset with dataset GSE100122. Subsequently, we predicted potential miRNA-mRNA regulatory pairs using DEmiRNAs and a given set of key DEGs (including hub and overlapped DEGs). By integrative analysis, we found commonly differentially expressed mRNAs and miRNAs following CCI of different time points and different nerve injury types. Highlighted mRNAs include Atf3, Vip, Gal, Npy, Adcyap1, Reg3b, Jun, Cd74, Gadd45a, Tgm1, Csrp3, Sprr1a, Serpina3n, Gap43, Serpinb2 and Vtcn1, while miRNAs include miR-21-5p, miR-34a-5p, miR-200a-3p, miR-130a-5p, miR-216b-5p, miR-217-5p, and miR-541-5p. Additionally, 15 DEGs, including macrophages-specific (Cx3cr1, Arg1, Cd68, Csf1r) and the ones related to macrophages’ involvement in NP (Ccl2, Fcgr3a, Bdnf, Ctss, Tyrobp) were verified by qRT-PCR. By functional experiments in future studies, promising therapeutic targets for NP treatment may be identified among these mRNAs and miRNAs.

## 1 Introduction

The Neuropathic pain (NP), caused by a lesion or disease of the somatosensory nervous system itself, is a debilitating chronic pain condition with an estimated prevalence of 6.9%–10 % in the general population. This common clinical condition severely impairs the life quality of patients and causes a large healthcare burden [1,2]. Unfortunately, currently available analgesics fail to provide sufficient pain relief for patients suffering from NP due to the complicated mechanisms of NP [3,4]. Further efforts are therefore urgently required to gain insights into the mechanisms underlying NP for more effective treatments.

The dorsal root ganglia (DRG) are complex tissue containing cell bodies of sensory neurons, satallite glial cells, schwann cells and resident immune cells, etc. DRG are located between the spinal cord dorsal horn and peripheral nerve terminals along the somatosensory nociceptive pathway responsible for pain transmitting and modulating, of which DRG is the peripheral part while the spinal cord and super spinal regions are the central counterparts. Unlike central regions of the nociceptive pathway, DRG anatomically lack a blood-nerve barrier [5], making it an ideal target for analgesics. A better understanding of how pathogenic factors-induced cellular and molecular changes of DRG contribute to the genesis and persistence of NP is therefore of great importance.

Using microarray or RNA sequencing (RNA-seq), preclinical studies have investigated transcriptome profiles of mRNA and non-coding RNA in the DRG of different peripheral nerve injury (PNI) induced-NP models, including widely used sciatic nerve chronic constriction injury (CCI), spared nerve injury, spinal nerve ligation, partial sciatic nerve ligation, etc. [[6], [7], [8], [9], [10], [11], [12], [13], [14]]. Studies focusing on DRG transcriptome in the context of CCI-induced NP were scarce. Stephens et al. profiled global mRNA changes in DRG 14 days after CCI [9]. A very recent study from Guo et al. revealed expression profiles of microRNA (miRNAs) and mRNAs in DRG at 28 days after CCI, a late maintenance phase of NP in preclinical settings [13].

In the present study, we established the CCI rat model and employed RNA-seq to investigate transcriptome signatures in bulk DRG 11 days post-surgery. By utilizing bioinformatic tools and integrating previous high-throughput datasets, we provide an integrative insight into the molecular mechanisms underlying maintenance phase of NP in response to CCI. The highlighted mRNAs and miRNAs may serve as promising therapeutic targets for future NP treatment.

## 2 Results

### 2.1 Pain-like behavioral signs induced by CCI surgery

MWT and TWL of rats were evaluated and quantified by von Frey filaments and Plantar Analgesia Tester respectively at different time points. The CCI group (n = 7) exhibited a significant decrease in MWT and TWL on the ipsilateral hind paw 3, 7, and 11 days after surgery compared to the baseline and the sham group (n = 7), indicating the CCI model was successfully established in these rats which developed pain-like behaviors after nerve injury, including mechanical allodynia and thermal hypersensitivity, while rats in the sham group showed no significant changes of MWT and TWL after surgery (Fig. 1A and B). Three rats in each group were randomly chosen for RNA-seq analysis.

**Fig. 1:**
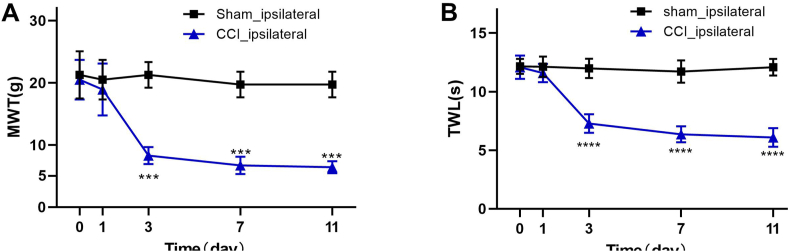
Behavioral testings at different time points. (A) Mechanical withdraw threshold (MWT) and (B) Thermal withdraw latency (TWL) of ipsilateral hind paw of chronic constriction injury (CCI) and sham group rats at different time points. Values are expressed as mean ± SD. ***p ≤ 0.001, ****p ≤ 0.0001, CCI group (n = 7) vs baseline and sham group (n = 7) at each time point.

### 2.2 Differentially expressed mRNAs and miRNAs identified by RNA-seq

We employed RNA-seq to detect transcriptomic profiles of ipsilateral L4–6 DRG from CCI rats. 

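In this model the left sciatic nerve was tied loosely with ligatures, and in the sham rats it was exposed in the same way without ligation. Total RNA was taken from the ipsilateral lumbar DRG of 3 CCI rats and 3 sham rats 11 days after surgery, with 1 rat per sample, and sequenced in paired ends after ribosomal RNA had been depleted. The sample labels give no treatment for the sham rats and speak of a pooled sample in the library protocol, while the methods describe the exposure of the nerve and 1 rat per sample, which is the reading used here. The authors mapped the clean reads to the rat genome they call V101, assembled and merged transcripts, and deposited for each gene row the number of reads counted in each sample and the FPKM value made from it. The paper names StringTie and edgeR for estimating expression levels and does not state whether strand was used, so counts of overlapping or antisense genes are less certain than others. Coordinates are given as the deposited table lists them for that genome, and a row covers an assembled locus, which in some places joins several genes.
The counts summed to 81131861, 80479671 and 75423546 in CCI 1, 2 and 3 (median 80479671) and to 87615743, 80046488 and 83695350 in sham 1, 2 and 3 (median 83695350). The paper gives an average yield of 12 G of raw data per sample, and the values here rest on the deposited counts. The 20 most abundant rows held 7.84% to 8.58% of the counts of a library, and 3 counts, taken as the detection limit, corresponded to 0.0342 to 0.0394 CPM, counts scaled to a common library size. Libraries were scaled with edgeR's TMM factors, which lay between 0.988 and 1.01, and CPM values below use those effective library sizes. Of the 43350 gene rows, the 26663 with a mean FPKM of at least 0.5 over the 6 samples were tested with edgeR's quasi-likelihood test. Log2 CPM values correlated across genes with Pearson's r from 0.950 to 0.956 within groups and from 0.947 to 0.953 between groups. These ranges overlap, so the correlations do not separate the groups. All pairs of libraries of a group differed by far more than sampling noise, with a chi-square of 58.2 to 85.6 per degree of freedom. On the first principal component, which carried 23.7% of the variance, the CCI libraries lay at -77.4, -38.5 and -17.9 and the sham libraries at 44.6, 50.6 and 38.6. An exact permutation test of 3 rats against 3 cannot go below p = 0.1, so p-values for single genes come from the model fitted across all genes. The labels and the paper's text give no library batch or sequencing date that could be checked against the groups.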

Following the filtering criteria of p < 0.05, and |log2 fold change| ≥0.58, we identified 467 significantly differentially expressed mRNAs (DEGs) (337 upregulated and 130 downregulated) in the CCI group 11 days after surgery compared to the sham group. 

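At an unadjusted p under 0.05 and a log2 fold change of at least 0.58 in size, 686 gene rows were higher and 336 were lower in the CCI group, out of 26663 tested. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 17 rows were higher and 8 lower at an adjusted p under 0.05. Rows without a gene symbol, which are loci assembled by the authors that match no listed gene, made up 226 of the raised and 129 of the lowered rows, or 34.7% of the 1022 rows. A block for the replicate number left 0 higher and 0 lower rows at an adjusted p under 0.05, with 617 and 318 at the unadjusted limits. Limma on log2(FPKM + 1) called 410 higher and 161 lower rows at the unadjusted limits, and rows with a symbol alone gave 214 lower rows. At an adjusted p under 0.05, with the same adjustment, a prior without trend gave 8 higher rows. Quantile normalization, fitted with limma on log2(FPKM + 0.1), gave 5 lower rows. That limma fit without quantile normalization, chosen after seeing the data, also gave 5. Settings chosen after seeing the data also moved the counts. Counting only rows of protein-coding type left 329 raised rows, fitting those rows alone left 115 lowered rows, and DESeq2 in place of edgeR called 432 higher and 319 lower rows at an adjusted p under 0.05.
The adjusted counts also changed with single libraries. Without CCI 1, 40 rows were higher and 21 lower, and without CCI 3 they were 30 and 8. Leaving out CCI 2 gave 3 and 3 rows and leaving out sham 1 gave 4 and 4. The counts were 15 and 13 without sham 2 and 13 and 4 without sham 3. Of the 17 raised rows, 16 were among those called without CCI 1 and 2 among those called without CCI 2.
Among genes with a symbol whose groups did not overlap, the 10 largest increases were those of LOC103689927, Vip, Crisp3, Npy, LOC100912228, Sprr1a, Vtcn1, Hamp, Lce1f and AABR07065423. LOC103689927 (chromosome 10, 37073345 to 37084637) had 689, 618 and 640 counts in CCI 1, 2 and 3 and 0, 0 and 0 counts in sham 1, 2 and 3, at least 227-fold higher in the CCI group (adjusted p = 0.00490 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This row is 1 of 9 with at least 30 counts in every library of 1 group and none in the other. Of the 10 ways of splitting the libraries into groups of 3, 3 gave as many such rows, the real one included. Rows that are on or off in single rats whatever the surgery are therefore a candidate explanation. The 10 largest decreases were those of Mapk7, Tnni2, AABR07071905, AABR07042903, RGD1565472, AC112062, AABR07011697, AABR07030133, Frs2 and Vstm2b. Vstm2b (chromosome 1, 97632473 to 97660962) measured 1.60 ± 0.185 CPM in the CCI group and 5.62 ± 0.648 CPM in the sham group (SD, n = 3), a log2 fold change of -1.81 (standard error 0.17, adjusted p = 0.0376 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For this gene the log2 fold change stayed between -1.91 and -1.71 with each library left out in turn, and limma on log2(FPKM + 1) moved it most, to -1.02. Frs2 (chromosome 7, 60128233 to 60210484) was lower by a log2 fold change of -1.82 (standard error 0.45, adjusted p = 0.242 from the same edgeR test and adjustment), with 1070, 1106 and 1166 counts in CCI 1, 2 and 3 and 5784, 1483 and 5294 counts in sham 1, 2 and 3. The decrease of AABR07071905 (chromosome 1, 100675838 to 100676425) came from sham 1, which had 340 counts. Sham 2 and sham 3 had 3 each and every CCI library had 1, so that without sham 1 no library rose above 3 counts. The gene also lost its call when any 1 of the CCI libraries was left out. AABR07042903 (chromosome 19, 14345993 to 14346891) had 0, 10 and 13 counts in CCI 1, 2 and 3 and 27, 990 and 117 counts in sham 1, 2 and 3, and its log2 fold change went from -5.58 to -3.12 without sham 2, where it was no longer called (unadjusted p = 0.0516 in edgeR's quasi-likelihood test).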

Volcano plot and heatmap exhibiting the overall distribution of upregulated and downregulated DEGs are shown in Fig. 2A and B. Furthermore, following the same processing procedures, 2394 DEGs were screened from GSE100122 raw data. Excluding DEGs with inconsistent regulation, we intersected these two DEGs datasets and found 109 overlapped upregulated DEGs and 4 downregulated DEGs, as shown in the venn diagrams (Fig. 2C). On the other hand, a total of 16 significantly differentially expressed miRNAs (DEmiRNAs) were identified, with detailed information listed in Table 1.

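The other study's data were not analysed here, so the values below are those of the overlapped genes, as drawn in Fig. S1A, in the 6 libraries of this study. The list holds 113 genes, of which 112 were found in the table by symbol and 105 were tested, on 104 rows because Tubb2a and Tubb2b share 1 joined row. Their median log2 fold change was 1.04, and all but 3 rows were higher in the CCI group. At an unadjusted p under 0.05 and a log2 fold change of at least 0.58 in size, 94 genes were called higher and 2 lower. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 genes passed an adjusted p under 0.05 over all rows tested, namely Atf3, Flrt3, Gal, LOC100912228, Npy, Reg3b and Stac2. Adjusted over the list alone, 96 rows passed, which is not independent evidence since the list was chosen by the study on these samples. The median moved most when CCI 1 was left out, to 0.84, and it was 1.21 without CCI 3. CCI 1 was the highest of the 3 CCI libraries in 88 of the 104 rows.
Tested as a set with limma's camera at a preset correlation of 0.01 between genes, the list was higher in the CCI group (adjusted p = 3.49e-89 over 26 lists, Benjamini-Hochberg). This test assumes a low correlation, and the self-contained rotation test fry gave an adjusted p of 0.0162 and camera with an estimated correlation gave 0.0492. Of the 26 gene lists tested, 17 passed an adjusted p under 0.05 with camera, of which 13 also passed with fry and 9 with the estimated correlation. The lists that the study chose on these samples are among the 26, and their calls are not independent evidence. The lists not called with fry were those of M2 macrophage markers, Schwann cell markers, module 4 and skeletal muscle markers. With the estimated correlation, large neuron markers, module 2, the other genes the paper names and the predicted miRNA targets also lost the call.
Among the 4 genes listed as lower, Hes5 (chromosome 5, 172364421 to 172365188) measured 0.896 ± 0.407 CPM in the CCI group and 1.90 ± 0.381 CPM in the sham group (SD, n = 3), a log2 fold change of -1.08 (standard error 0.39, unadjusted p = 0.0303 from edgeR's quasi-likelihood test). It was no longer called without CCI 1, sham 2 or sham 3, with p up to 0.0911 in edgeR's quasi-likelihood test. Pmp2 (chromosome 2, 93827504 to 93831419) measured 112 ± 33.5 CPM in the CCI group and 178 ± 15.2 CPM in the sham group (SD, n = 3), and its log2 fold change of -0.67 went to -0.51 without CCI 1 and its call was lost without CCI 2 (unadjusted p = 0.0505 in the edgeR model). Dusp19 (chromosome 3, 67849966 to 67862676) had 280, 1537 and 463 counts in CCI 1, 2 and 3 and 1601, 1563 and 1616 counts in sham 1, 2 and 3. The difference, with a log2 fold change of -1.01, was not called and became -2.01, with a call, without CCI 2. Vom2r44 lay under the filter of a mean FPKM of 0.5 and was not tested.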

**Fig. 2:**
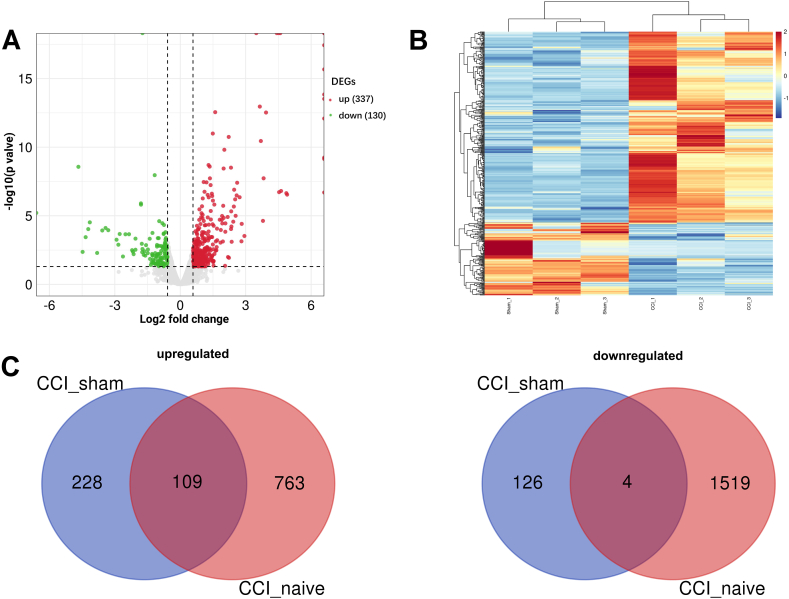
Differentially expressed mRNAs (DEGs) in rat ipsilateral DRGs 11 days after chronic constriction injury. (A) Volcano plot showing upregulated and downregulated DEGs. Red dots and green dots indicate genes with significantly upregulated and downregulated expression, respectively, while gray dots indicate genes with no significantly difference. (B) Heatmap showing hierarchical clustering of DEGs. Upregulated and downregulated genes are colored in red and blue, respectively. (C) Venn diagrams present the number of upregulated DEGs (left) and downregulated DEGs (right) that are unique or shared between our dataset (CCI_sham, blue circle) and GSE100122 dataset (CCI_naïve, red circle).

**Table 1:** Differentially expressed miRNAs of CCI group compared with sham group.

miRNA_name	FC	Log2 FC	P value	Regulation	Predicted target genes^※^
miR-21-5p	1.87	0.90	2.06E-04	up	–
miR-216a-5p	0.32	−1.65	5.55E-04	down	Tdrd12: ENSRNOT00000017021
PC-3p-8573_136	4.13	2.04	3.25E-03	up	–
miR-217-5p	0.47	−1.08	3.70E-03	down	Tph2: ENSRNOT00000005157 Vip: ENSRNOT00000025477 Vtcn1: ENSRNOT00000020566
miR-376b-5p	0.82	−0.28	4.68E-03	down	–
miR-200a-3p	0.47	−1.07	6.94E-03	down	Atf3: ENSRNOT00000005085 Serpinb2: ENSRNOT00000003409
miR-146b-3p	0.63	−0.67	1.41E-02	down	Vtcn1: ENSRNOT00000020566
miR-34a-5p	0.76	−0.39	1.47E-02	down	Cldn4: ENSRNOT00000002003 Gal: ENSRNOT00000020425 Ptpn5: ENSRNOT00000018860 Smagp: ENSRNOT00000073536 Stac2: ENSRNOT00000091978 Tdrd12: ENSRNOT00000017021 Vtcn1: ENSRNOT00000020566
miR-216b-5p	0.32	−1.63	1.63E-02	down	Sox11: ENSRNOT00000045963 Vtcn1: ENSRNOT00000020566
miR-34b-3p	0.74	−0.43	2.29E-02	down	–
miR-15a-5p	0.14	−2.84	2.63E-02	down	–
miR-130a-5p	1.66	0.73	2.68E-02	up	Rasgrp3: ENSRNOT00000051239
miR-541-5p	1.34	0.42	2.78E-02	up	Gabra5: ENSRNOT00000093306 Mapk7: ENSRNOT00000057864
miR-1188-5p	1.59	0.67	4.11E-02	up	Mapk7: ENSRNOT00000057864
miR-98-3p	0.45	−1.15	4.82E-02	down	–
PC-3p-8170_145376	2.05	1.04	4.89E-02	up	–

Names of miRNAs beginning with PC (Predicted Candidate) are brand new miRNAs. FC: fold change. * The predicted target genes come from 113 overlapped genes and 58 hub genes of 5 PPI modules, name of each gene is followed by transcript ID. - means no corresponding predicted target genes.

### 2.3 Functional enrichment analysis of DEGs reveal neuroimmune signatures

To further understand the functions of DEGs, we carried out GO analysis to reveal significantly enriched biological process (BP), cellular component (CC), and molecular function (MF). 

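The deposited table carries GO and KEGG annotation for its rows, and terms were tested on 1 row per gene symbol with a one-sided Fisher's exact test. The background was the 13050 tested genes with any GO annotation, of which 320 (2.45%) were raised at an unadjusted p under 0.05 and a log2 fold change of at least 0.58. Adjusted p-values are Benjamini-Hochberg values over the 27 terms that the paper names and that have annotated genes. The annotation need not be the one used by the paper's enrichment tool, and parent terms were not filled in. Among biological processes, inflammatory response held 14 raised genes of 129 (10.9%, adjusted p = 1.48e-05 by Fisher's exact test). Adaptive immune response held 13 of 45 (28.9%, adjusted p = 4.43e-10 by Fisher's exact test). For positive regulation of monocyte differentiation it was 4 of 8, namely Cd4, Cd74, Fes and Jun (adjusted p = 8.86e-05 by Fisher's exact test). Cytokine-mediated signaling pathway held 8 of 66 (12.1%, adjusted p = 0.000539 by Fisher's exact test) and innate immune response 7 of 115 (6.09%, adjusted p = 0.0389 by Fisher's exact test). The term for presentation of exogenous peptide antigen via MHC class II rested on Cd74 and RT1-Ba, 2 of 5 genes (adjusted p = 0.0110 by Fisher's exact test). Leukocyte activation was annotated directly to 2 tested genes, neither of them raised. In all, 17 of the 27 terms passed an adjusted p under 0.05. The setting that moved this count most took only genes at an adjusted p under 0.05 as changed, which left 1 term. With limma on log2(FPKM + 1) the count was 14, and innate immune response was lost with 3 genes (adjusted p = 0.356 by Fisher's exact test, in a range of 0.0334 to 1 over the alternatives).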

For the upregulated DEGs, the enriched biological processes included inflammatory response, adaptive immune response, leukocyte activation, antigen processing and presentation of exogenous peptide antigen via MHC class Ⅱ, positive regulation of monocyte differentiation, cytokine-mediated signaling pathway, innate immune response, etc. Enriched molecular functions were MHC class Ⅱ protein complex binding, immune receptor activity, CD4 receptor binding, neuropeptide receptor binding, etc. 

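Among the 13050 genes of the same background, MHC class II protein complex binding was annotated to 1 gene, Cd74, which was raised, so that its adjusted p of 0.0389 by Fisher's exact test rests on a single gene. CD4 receptor binding was annotated to 6 genes, of which Cd74 alone was raised (adjusted p = 0.197 by Fisher's exact test). Neuropeptide receptor binding was annotated to 1 gene, which was not raised. Immune receptor activity had no directly annotated gene among the rows tested and was not analysed here.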

Cellular components were enriched in MHC class Ⅱ protein complex, external side of plasma membrane, complement component C1q complex, neuron projection terminus, serine-type peptidase complex, etc. 

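MHC class II protein complex had the highest share of raised genes of the cellular components, 7 of 9 genes (adjusted p = 1.55e-09 by Fisher's exact test). These were Cd74, RT1-Ba, RT1-DMb, RT1-Da, RT1-Db1, LOC108348072 and LOC108348139, and since the class II genes are similar in sequence, reads could be shared among them. External side of plasma membrane held 13 raised genes of 144 (9.03%, adjusted p = 0.000181 by Fisher's exact test). None of the 16 genes annotated to neuron projection terminus was raised, and the single gene annotated to serine-type peptidase complex was not raised either. The C1q complex term had no directly annotated gene among the rows tested, although C1qa, C1qb and C1qc were themselves tested.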

Corresponding GO analysis results of the downregulated DEGs are also presented (Fig. 3A). 

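Of the 13050 genes with GO annotation, 110 (0.843%) were lowered at the same limits. The largest term named in Fig. 3A for this direction, calcium ion binding, held 11 lowered genes of 450 (2.44%, adjusted p = 0.00323 by Fisher's exact test). These were Actn3, Bcan, Kcnip3, Ltbp2, Myl3, Mylpf, Pla2g4e, Pvalb, Rasgrp3, Tesc and Tll1, of which Actn3, Myl3 and Mylpf are muscle genes. Without sham 1 the term kept 7 genes and lost its call (adjusted p = 0.147 by Fisher's exact test, in a range of 0.00437 to 1 over the alternatives). Striated muscle thin filament held 1 lowered gene of 9, Acta1 (adjusted p = 0.110 by Fisher's exact test). No gene was lowered among the 14 of contractile fiber or the 29 of sarcoplasmic reticulum, and muscle system process had no directly annotated gene among the rows tested.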

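For KEGG pathways the background was the 5369 tested genes with any pathway annotation, of which 159 (2.96%) were raised and 46 (0.857%) lowered. Staphylococcus aureus infection held 17 raised genes of 39 (adjusted p = 3.45e-15 by Fisher's exact test), among them C1qa, C1qb, C1qc, C3, Itgal, Itgb2 and 6 genes or loci of class II. Complement and coagulation cascades held 13 of 46 (adjusted p = 2.43e-09 by Fisher's exact test). It was 18 of 114 for cytokine-cytokine receptor interaction (adjusted p = 2.19e-08 by Fisher's exact test). JAK-STAT signaling pathway held 10 of 96 (adjusted p = 0.00121 by Fisher's exact test) and neuroactive ligand-receptor interaction 15, or 9.20% of its genes (adjusted p = 0.000247 by Fisher's exact test). The last was the pathway that also passed with genes at an adjusted p under 0.05 alone, with Gal, Npy and LOC100912228 (adjusted p = 0.00709 by Fisher's exact test, in a range of 3.08e-05 to 0.00709 over the alternatives). Since reads could be shared between Npy and LOC100912228, these 3 rows need not be 3 separate changes. Of the lowered genes, 7 of 253 belonged to MAPK signaling pathway (adjusted p = 0.0109 by Fisher's exact test) and 5 of 165 to axon guidance (adjusted p = 0.0230 by Fisher's exact test). Over the alternatives these adjusted p-values ranged from 0.0118 to 0.818 and from 0.0247 to 1 by Fisher's exact test. Calcium signaling pathway held 2 lowered genes of 136 (adjusted p = 0.419) and neurotrophin signaling pathway 2 of 112 (adjusted p = 0.336 by Fisher's exact test), and neither pathway was called.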

KEGG analysis identified that the upregulated DEGs were primarily enriched in the following pathways: staphylococcus aureus infection, complement and coagulation cascades, cytokine-cytokine receptor interaction, JAK-STAT signaling pathway, neuroactive ligand-receptor interaction, etc., while the downregulated DEGs were enriched in calcium signaling pathway, MAPK signaling pathway, axon guidance, neurotrophin signaling pathway, etc (Fig. 3B). Enrichment analysis of the upregulated DEGs indicated that intense inflammatory and immune responses occurred within the affected DRGs following CCI.

**Fig. 3:**
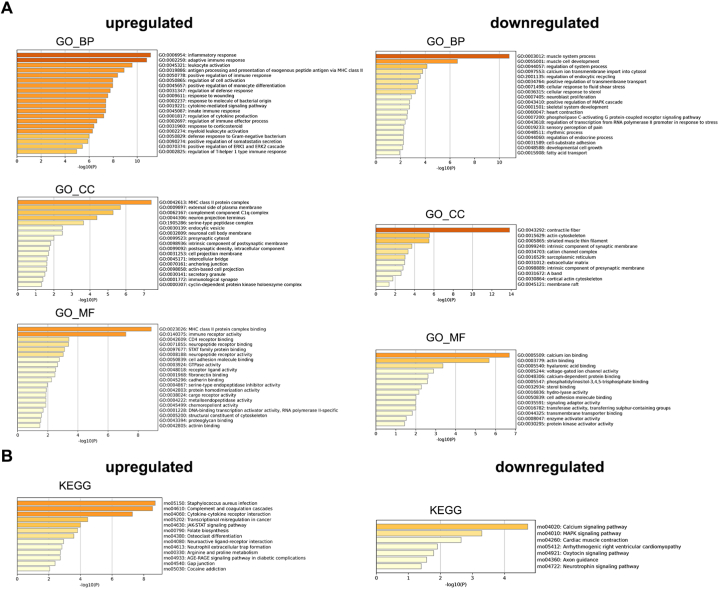
Functional enrichment analysis of DEGs. (A) GO terms significantly enriched by upregulated (left) and downregulated (right) DEGs. GO: Gene Ontology; BP: biological process; CC: cellular component; MF: molecular function. (B) KEGG pathways significantly enriched by upregulated (left) and downregulated (right) DEGs. KEGG: Kyoto Encyclopedia of Genes and Genomes. The horizontal axis represents the value of -log10 (p-value), the vertical axis represents GO terms or KEGG pathway names. Colors represent p-values, deeper color indicate smaller p-value.

### 2.4 PPI network of identified DEGs

To identify potential interactions between protein-encoding DEGs, we constructed the PPI network by Metascape and visualized it by Cytoscape. Here we only present the PPI network of 337 upregulated DEGs because they are of particular research interest. Including genes with at least one connection with other genes and excluding 2 small networks with 5 genes isolated from the big one, a network consisting of 180 interconnecting nodes (genes) linked by 526 edges was constructed (Fig. 4A). Further, we extracted 3 significant PPI modules of upregulated DEGs and 2 significant modules of downregulated DEGs from the PPI networks by MCODE (Fig. 4B). 

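The modules were drawn by the authors from genes called on these samples, so the values of their genes are not independent evidence of a change. All 18 genes of module 1 were tested, and their median log2 fold change was 1.07. At an unadjusted p under 0.05 and a log2 fold change of at least 0.58, 15 were called higher, and 16 passed when adjusted over the list alone. Of module 2, 13 of 14 genes were tested and all 13 were called, with a median log2 fold change of 0.87. Of module 3, 10 of 11 were tested and 8 called, with a median of 1.00. Over all rows tested, 1 gene of module 1, 1 of module 2 and none of module 3 passed an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn the medians stayed between 0.89 and 1.21 in module 1, 0.64 and 1.08 in module 2 and 0.85 and 1.12 in module 3, each lowest without CCI 1. Over all modules, 43 of the 58 hub genes were called. The count was 25 with limma on log2(FPKM + 1), 33 with quantile normalization in limma and 33 without CCI 1. The highest count was 47, with edgeR's exact test, chosen after seeing the data.
In module 2, Itgb2 (chromosome 20, 11777783 to 11815647) had a log2 fold change of 1.06 (unadjusted p = 0.0215 from edgeR's quasi-likelihood test), which was no longer called without CCI 1, CCI 2 or sham 2. In module 3, the complement genes C1qa, C1qb and C1qc lie side by side on chromosome 5 between 155246447 and 155264143. Their log2 fold changes were 1.13, 1.12 and 0.98 with standard errors of 0.32, 0.25 and 0.17, and all were called with each library left out in turn.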

58 hub DEGs within these 5 PPI modules were considered as key genes for further analysis.

**Fig. 4:**
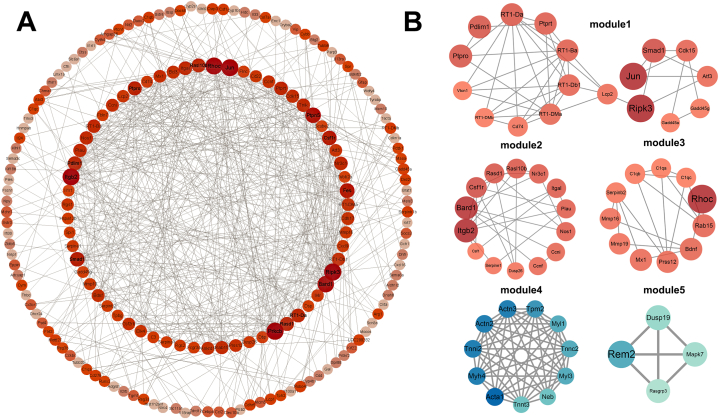
Protein-protein interaction (PPI) network and modules of DEGs. (A) PPI network of 337 upregulated DEGs. (B) 5 significant modules extracted from PPI network by MCODE. Module 1–3 with gradient red color are derived from upregulated DEGs, while module 4–5 with gradient blue color are from downregulated DEGs. The size and color of the nodes indicate the connection degree of genes, larger size along with deeper color indicate higher degree.

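Of the 11 genes of module 4, 10 were tested and all 10 were lower in the CCI group, with a median log2 fold change of -2.81, and 4 were called at an unadjusted p under 0.05. None passed an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all rows or adjusted over the list alone. The module holds genes of the contractile apparatus of muscle, and all 11 of its genes had their highest value in sham 1. Relative to the mean of the CCI libraries, the module's median log2 ratio was 4.17 in sham 1, -0.14 in sham 2 and 1.53 in sham 3. Without sham 1 the median log2 fold change was -0.81 with 1 call, and without sham 2 it was -3.34 with 9 calls. Tnni2 (chromosome 1, 215609036 to 215611658) had 0, 0 and 0 counts in CCI 1, 2 and 3 and 758, 5 and 96 counts in sham 1, 2 and 3, at least 86.8-fold lower in the CCI group, a bound that fell to 16.2-fold without sham 1. Acta1 (chromosome 19, 56674074 to 56677084) measured 5.28 ± 1.74 CPM in the CCI group and 36.3 ± 47.2 CPM in the sham group (SD, n = 3). Its log2 fold change of -2.78 (standard error 1.06) went to -0.80 without sham 1. Myh4 (chromosome 10, 53713938 to 53848347) had 710, 90 and 65 counts in CCI 1, 2 and 3 and 17160, 117 and 1489 counts in sham 1, 2 and 3, with a log2 fold change of -4.32 (standard error 1.80, unadjusted p = 0.0500 from edgeR's quasi-likelihood test) that was just outside the limit and went to -1.45 without sham 1.
A separate list of skeletal muscle markers, none of them in the paper's lists, behaved likewise. Of its 20 genes 15 were found and 8 tested, with a median log2 fold change of -1.55 and 4 calls, and 14 of the 15 found were highest in sham 1. Without sham 1 its median was -0.36 with 0 calls at an unadjusted p under 0.05, and without sham 2 it was -2.0 with 6. Ckm (chromosome 1, 80321585 to 80331841) measured 0.721 ± 0.518 CPM in the CCI group and 12.7 ± 17.0 CPM in the sham group (SD, n = 3), and its log2 fold change of -4.13 went to -2.01 without sham 1. For Mylpf (chromosome 1, 198655742 to 198658583) the corresponding values were -3.41 and -1.24.

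**Figure D1:**
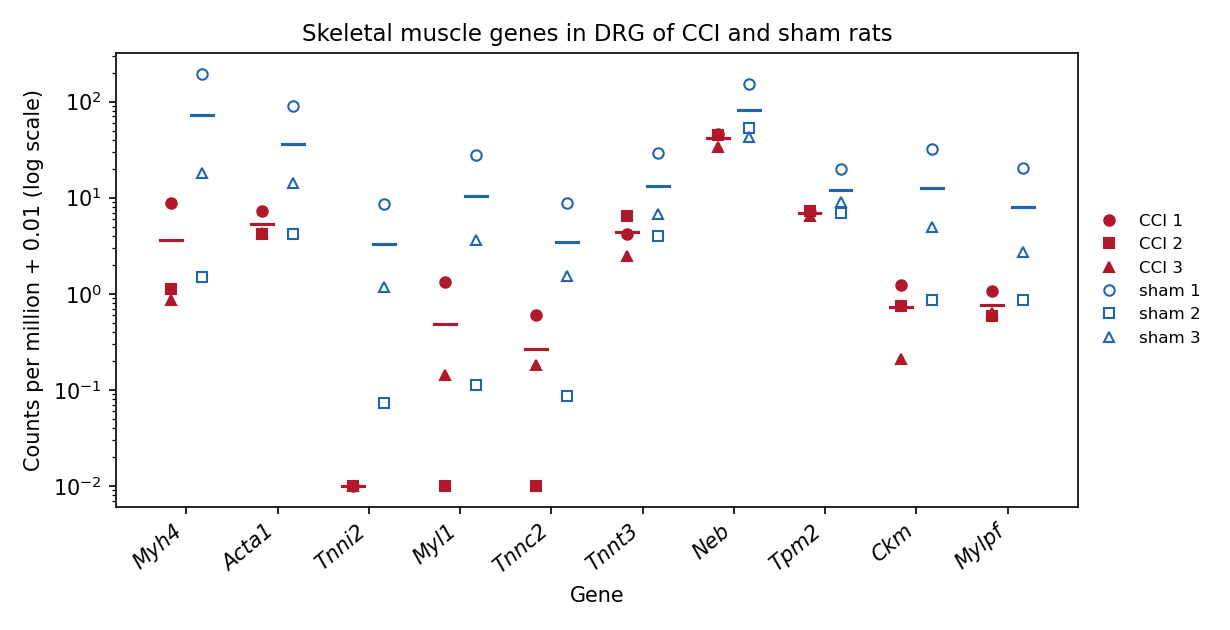
CPM of muscle genes of module 4 and of the muscle marker list (x axis, 1 gene per position) on a log scale after adding 0.01 (y axis). Circles, squares and triangles stand for libraries 1, 2 and 3, filled red for CCI and open blue for sham, and bars are group means. The open circle of sham 1 lies above the other libraries in these genes.

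In module 5, all 4 genes were tested and 3 called lower, with a median log2 fold change of -1.0 that became -1.53 without CCI 2, and 3 passed when adjusted over the list alone. Mapk7 (chromosome 10, 47766680 to 47775055) had 0, 0 and 0 counts in CCI 1, 2 and 3 and 1106, 926 and 1047 counts in sham 1, 2 and 3, at least 325-fold lower in the CCI group (adjusted p = 0.00453 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It is 1 of 9 rows with at least 30 counts in every library of 1 group and none in the other, and 3 of the 10 ways of splitting the libraries into groups of 3, the real one included, gave as many such rows. Its row overlaps that of Mfap4 (chromosome 10, 47765432 to 47768483), a gene chosen after its values were seen, which had 124, 0 and 195 counts in the CCI libraries and 0, 130 and 203 in the sham libraries. Rem2 (chromosome 15, 33121273 to 33125752) measured 4.92 ± 0.137 CPM in the CCI group and 9.78 ± 1.27 CPM in the sham group (SD, n = 3), a log2 fold change of -0.99 (standard error 0.13, adjusted p = 0.0798 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).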

### 2.5 Regulatory analysis of mRNAs-miRNAs pairs

For miRNA-mRNA regulation analysis, we limited the candidate mRNAs of interest to 113 overlapped DEGs and 58 hub DEGs of 5 PPI modules. A total of 155 key mRNAs, with 16 mRNAs shared by these two DEGs sets were selected (Supplementary Fig. S1A). Following the prediction intensity of Targetscan and miRanda, we obtained highly predicted miRNA-miRNA regulatory pairs. Among the target genes predicted, three genes, namely Atf3, Serpinb2, and Vtcn1, were shared by overlapped DEGs and hub DEGs. 

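Atf3 (chromosome 13, 109817728 to 109902899) measured 79.3 ± 33.0 CPM in the CCI group and 7.17 ± 0.838 CPM in the sham group (SD, n = 3). Its log2 fold change was 3.47 (standard error 0.31, adjusted p = 0.0296 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 3.08 and 3.68 with each library left out in turn. Vtcn1 (chromosome 2, 203200427 to 203276142) measured 6.11 ± 3.59 CPM in the CCI group and 0.118 ± 0.102 CPM in the sham group (SD, n = 3), with 832, 333 and 300 counts in CCI 1, 2 and 3 and 15, 0 and 15 counts in sham 1, 2 and 3. Its log2 fold change of 5.67 (standard error 0.95, adjusted p = 0.114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was 5.07 without CCI 1 and 1.08 on the scale of limma's log2(FPKM + 1), which understates the change of genes at low levels. Serpinb2 (chromosome 13, 27449934 to 27463010) had 201, 114 and 38 counts in CCI 1, 2 and 3 and 8, 19 and 0 counts in sham 1, 2 and 3, and every CCI count was above every sham count. Its mean FPKM lay under 0.5, so it was not tested in the filtered table, and it was called higher when no filter was applied.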

Atf3 and Serpinb2 were predictively targeted by miR-200a-3p, while Vtcn1, was by miR-34a-5p, miR-217-5p, miR-146b-3p, miR-216b-5p. Besides Vtcn1, miR-34a-5p which is known to be associated with NP was also predicted to target other 6 genes, Gal, Cldn4, Smagp, Stac2, Tdrd12, and Vtcn1. The detailed regulatory pairs are shown in Table 1, Supplementary Fig. S1B.

### 2.6 Validation of RNA-seq results by qRT-PCR

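RNA-seq values were collected for Cx3cr1, Arg1, Cd68, Csf1r, Gadd45a, Csrp3, Adcyap1, Panx1, Sox11, Ccl2, Fcgr3a, Bdnf, Tyrobp, Ctss and Vtcn1, a list of 15 genes that the study chose on these samples. The qRT-PCR measurements were not analysed here. In the sequenced rats, 3 per group, all 15 genes were higher in the CCI group, with log2 fold changes from 0.73 to 5.67 and a median of 1.11, and none of the 3 CCI values of any gene fell among the sham values. All 15 passed an unadjusted p under 0.05 with a log2 fold change of at least 0.58, the largest p being 0.0211 for Fcgr3a (edgeR's quasi-likelihood test). With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 15 passed an adjusted p under 0.05 over all rows tested. All 15 passed adjusted over the list alone, which is not independent evidence. The setting that moved the count of calls most was a filter of a mean FPKM of at least 1, under which 13 were called.
Ccl2 (chromosome 10, 69412017 to 69413870) measured 22.7 ± 2.03 CPM in the CCI group and 9.27 ± 1.70 CPM in the sham group (SD, n = 3), a log2 fold change of 1.29 (standard error 0.15, adjusted p = 0.0712 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ctss (chromosome 2, 197651914 to 197679769) measured 21.9 ± 3.75 CPM in the CCI group and 10.5 ± 0.833 CPM in the sham group (SD, n = 3), with a log2 fold change of 1.06 (standard error 0.14). The log2 fold changes of Sox11 (chromosome 6), Tyrobp (chromosome 1) and Bdnf (chromosome 3) were 1.95, 0.88 and 0.73, with standard errors of 0.36, 0.19 and 0.13. Panx1 (chromosome 8, 13566739 to 13606040) had a log2 fold change of 0.73 (standard error 0.16), which fell under the limit at 0.55 without CCI 1. Fcgr3a (chromosome 13, 89385859 to 89396051) had one of 1.54 (standard error 0.51) and lost its call without CCI 3 or sham 1. In edgeR's quasi-likelihood test p was 0.0721 and 0.0576 in these fits.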

To validate the results of RNA-seq, 15 upregulated DEGs, including macrophages-specific genes (Cx3cr1, Arg1, Cd68, Csf1r), shared genes (Table 2: Gadd45a, Csrp3, Adcyap1), several known (Panx1, Sox11, Ccl2, Fcgr3a, Bdnf, Tyrobp, Ctss) and undetermined (Vtcn1) pain-related genes were selected and verified by qRT-PCR. The results showed that the expression of all these genes in the DRG from CCI group compared with sham group were significantly upregulated (Supplementary Fig. S2), which was consistent with the RNA-seq results. The result of qRT-PCR provided evidence that the RNA-seq dataset we obtained was reliable.

**Table 2:** Summary of shared DEGs between four studies.

Comparison with	Shared DEGs
Stephens et al., 2019 [9]	See Fig. S1A and 113 genes in the red circle
Stephens et al., 2019 [15] and Guo et al., 2021 [13] a	Atf3, Vip, Gal, Npy, Adcyap1, Reg3b, Cacna2d1, Nos1, Gch1, Gabra5, Stac2, Pde6b
Sun et al., 2020 [11]	Atf3, Vip, Gal, Npy, Adcyap1, Reg3b, Jun, Cd74, Gadd45a, Tgm1, Csrp3, Sprr1a, Serpina3n, Gap43
Stephens et al., 2019 [9] and Sun et al., 2020 [11]	Atf3, Vip, Gal, Npy, Adcyap1, Reg3b, Jun, Gadd45a, Tgm1, Csrp3, Sprr1a, Serpina3n, Gap43

a Only compare with limited DEGs that were exhibited in the literature.

## 3 Discussion

Cellular and molecular changes in response to peripheral nerve insults within DRG can either be adaptive by promoting axon regeneration or maladaptive by enhancing DRG neuronal excitability and thus pain hypersensitivity. High-throughput RNA sequencing enables fully revealing changes of gene expression caused by peripheral nerve injury at the transcriptional level and discovering mechanisms underlying NP.

As shown in the results, significantly enriched GO and KEGG terms of upregulated DEGs strongly indicated that inflammatory response was the major event within the affected lumbar DRGs 11 days after CCI surgery, with considerable DEGs participating. Among these DEGs, we identified dozens of upregulated genes known to be exclusively expressed by macrophages [[16], [17], [18]], and verified expression of some representative ones (Csf1r, Cx3cr1, Cd68, Arg1) by qRT-PCR. Upregulation of these genes could be explained by previous peripheral nerve injury studies, which have detected increased macrophages number in the injured DRG (or trigeminal ganglia) beginning from as early as 3 days to at least 4 weeks by immunohistology [19,20], fluorescence-activated cell sorting (FACS) [15,16], or single-cell RNA sequencing (scRNA-seq) (Avraham et al., 2021) and single-nucleus RNA sequencing (snRNA-seq) techniques [17]. 

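A list of 20 macrophage markers was drawn up from general knowledge, of which 8 also appear in the paper's own lists. It had 19 genes in the table, all tested, with a median log2 fold change of 0.52. Of these, 18 were higher in the CCI group and the exception was Cd163, and 10 had all 3 CCI values above all 3 sham values, where chance gives 5% of genes in this direction and 10% in either. At an unadjusted p under 0.05 and a log2 fold change of at least 0.58, 9 were called, none passed an adjusted p under 0.05 over all rows in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 10 passed adjusted over the list alone. Of the called genes, Cx3cr1, Cd68, Csf1r, Fcgr3a, C1qa, C1qb and C1qc stand in the paper's lists, and Lyz2 does not. The study chose those lists on these samples, so these calls are not independent evidence. Adgre1, Cd14, Itgam, Mrc1, Laptm5, Aif1 and Fcer1g, outside the paper's lists, were not called, at log2 fold changes from 0.02 to 0.51. The median of the whole list stayed between 0.49 and 0.74 with each library left out in turn. As a set the list was higher in the CCI group (camera adjusted p = 6.59e-13, fry adjusted p = 0.0171, camera with an estimated correlation adjusted p = 0.0499, over 26 lists). The last value lies at the limit, and its unadjusted p was 0.0173 in camera with an estimated correlation. The 26 lists include those the study chose on these samples. Their small p-values lower the adjusted p of the other lists, so this pass depends on them. In the sham group 17 of the 19 genes were present at 1 CPM or more, so that most of the list was expressed without ligation.
Cx3cr1 (chromosome 8, 128740756 to 128754514) measured 5.62 ± 0.875 CPM in the CCI group and 2.60 ± 0.474 CPM in the sham group (SD, n = 3), a log2 fold change of 1.11 (standard error 0.20, adjusted p = 0.136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd68 (chromosome 10, 56268720 to 56270640) had a log2 fold change of 0.87 (standard error 0.18). The most abundant gene of the list, Lyz2 (chromosome 7, 60335969 to 60341264), measured 254 ± 55.5 CPM in the CCI group and 129 ± 10.9 CPM in the sham group (SD, n = 3), a log2 fold change of 0.98 (standard error 0.16, adjusted p = 0.109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

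**Figure D2:**
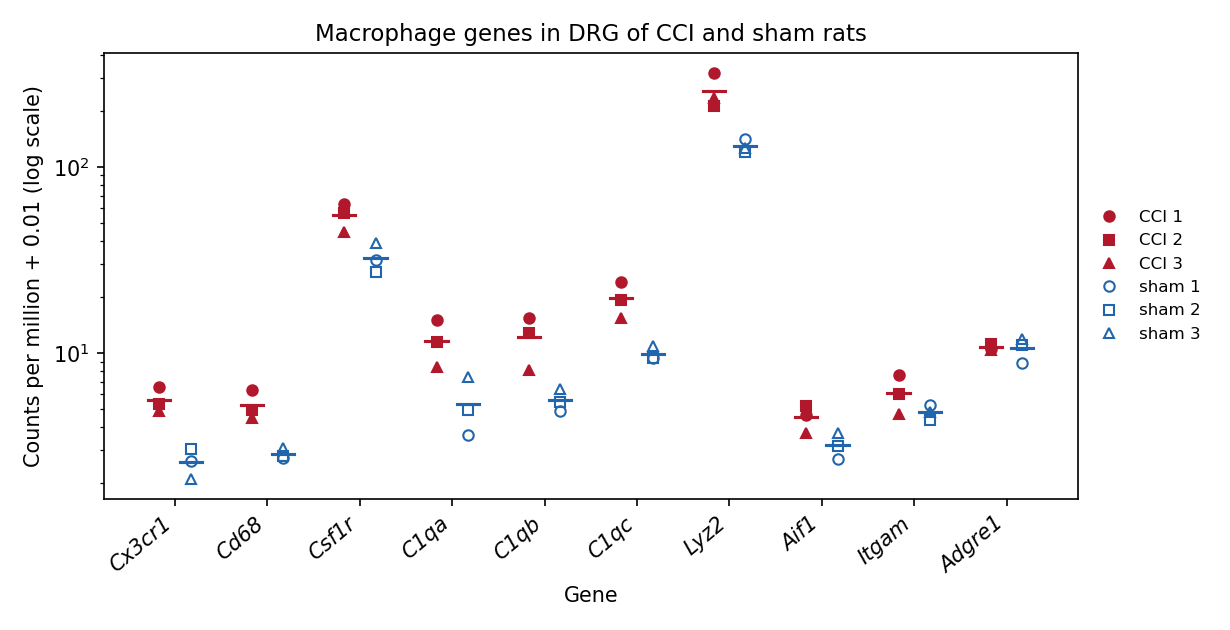
CPM of macrophage markers (x axis, 1 gene per position) on a log scale after adding 0.01 (y axis). Circles, squares and triangles stand for libraries 1, 2 and 3, filled red for CCI and open blue for sham, and bars are group means. The bar of the CCI group lies above that of the sham group for Cx3cr1, Cd68, Csf1r, C1qa, C1qb, C1qc and Lyz2.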

Hub gene Csf1 within module 2, is a cytokine that has been demonstrated the most critical contributor to macrophages expansion in DRG after peripheral nerve injury by acting via Csf1 receptor (Csf1r, within module 2) expressed on macrophages [15,21]. 

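Csf1 (chromosome 2, 210522375 to 210550560) measured 39.9 ± 15.8 CPM in the CCI group and 14.8 ± 0.805 CPM in the sham group (SD, n = 3), a log2 fold change of 1.43 (standard error 0.26, adjusted p = 0.137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was highest in CCI 1, and the log2 fold change was 1.06 without that library. Csf1r (chromosome 18, 56414488 to 56457869) measured 54.8 ± 9.18 CPM in the CCI group and 32.5 ± 5.77 CPM in the sham group (SD, n = 3), a log2 fold change of 0.75 (standard error 0.17, adjusted p = 0.208 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 0.64 and 0.90 with each library left out in turn. Both genes had every CCI value above every sham value and met an unadjusted p under 0.05, and neither passed the adjustment over all rows.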

The Csf1-Csf1r interaction, both of which are hub genes of module 2, further rationalize the above deduction; however, whether the expansion result from a proliferation of resident macrophages and/or recruitment and infiltration of myeloid macrophages into the DRG remains controversial, which could not get a clue herein. 

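Arg1 (chromosome 1, 21525421 to 21537863) measured 3.37 ± 1.31 CPM in the CCI group and 0.899 ± 0.270 CPM in the sham group (SD, n = 3), a log2 fold change of 1.90 (standard error 0.38, adjusted p = 0.167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 1.59 and 2.16 with each library left out in turn. Nos2, with 8, 0 and 4 counts in CCI 1, 2 and 3 and 15, 0 and 0 counts in sham 1, 2 and 3, lay under the filter and was not called in the fit with no filter. A list of 7 M2 macrophage markers had 4 genes tested, with a median log2 fold change of 0.57 and 2 genes called, Arg1 among them. The set was called with limma's camera (adjusted p = 0.000520 over 26 lists) but not with fry. Of the M1 macrophage markers, 7 genes were listed and 2 passed the filter, with a median log2 fold change of -0.15. That median was 0.09 without CCI 1 and 0.07 without sham 3, and it was 0.18 with no filter on low values, so that the median has no settled direction. Il6, under the filter, had 164, 44 and 24 counts in CCI 1, 2 and 3 and 0, 0 and 0 counts in sham 1, 2 and 3, at least 26.6-fold higher in the CCI group (unadjusted p = 0.00167 from edgeR's quasi-likelihood test with no filter). Without CCI 1 the bound was 11.9-fold. Cd86, also under the filter, measured 0.818 ± 0.111 CPM in the CCI group and 0.512 ± 0.125 CPM in the sham group (SD, n = 3), with every CCI value above every sham value. It was not called in the fit with no filter (unadjusted p = 0.0770 from edgeR's quasi-likelihood test).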

Besides, we could not tell the activated macrophages were dominant by pro-inflammatory M1 type or anti-inflammatory type M2 macrophages, merely from upregulation of Arg1, an M2 macrophages marker, and no significant upregulation of Nos2, which encode iNOS and mark activated M1 macrophages. Based on the above, our transcriptome data implicate those macrophages, by expansion and upregulating functional molecules, play a pivotal role in the neuroimmune reaction in the context of CCI-induced NP at a relatively early maintenance phase. Our findings were supported by previous studies which have provided evidence that, following peripheral nerve injury, DRG macrophages are critical contributors to both the initiation and maintenance of NP in rodents, through communication with nociceptive neurons [15,21,22]. Interestingly, Relative to the GO biological process term ‘innate immune response’ implying the involvement of macrophages, the terms ‘adaptive immune response’ and ‘regulation of T-helper 1 type immune response’ otherwise highly implicated the involvement of T cells. 

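The 13 raised genes behind adaptive immune response were Arg1, Cd4, Cd74, Ctss, Gpr183, Lyn, RT1-Ba, RT1-DMb, RT1-Da, RT1-Db1, Vtcn1 and the loci LOC108348072 and LOC108348139. Those behind innate immune response were Arg1, C1qa, Csf1, Cybb, Lyn, Pycard and Sting1, so that Arg1 and Lyn counted toward both terms. Regulation of T-helper 1 type immune response had no directly annotated gene among the rows tested, and the term was not analysed here.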

Besides, BP term ‘antigen processing and presentation of exogenous peptide antigen via MHC class Ⅱ’ suggest the biological process of interaction between macrophages and T cells. 

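A list of 10 genes of the MHC class II pathway had 7 genes tested, all 7 higher in the CCI group, with a median log2 fold change of 1.38. At an unadjusted p under 0.05 and a log2 fold change of at least 0.58, 5 were called. None passed an adjusted p under 0.05 over all rows in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5 passed adjusted over the list alone, although 6 of the 10 genes also stand in the paper's lists. RT1-DOa, RT1-DOb and Ciita lay under the filter. In the fit with no filter Ciita was called higher, with a log2 fold change of 0.88 and every CCI value above every sham value. Its p was 0.0182 unadjusted and 0.425 with Benjamini-Hochberg adjustment (edgeR's quasi-likelihood test). The RT1 genes tested lie together on chromosome 20 between 3935529 and 4132616, and reads could be shared between these similar genes. RT1-Db1 (chromosome 20, 4087618 to 4097190) measured 13.6 ± 1.97 CPM in the CCI group and 5.22 ± 0.712 CPM in the sham group (SD, n = 3), a log2 fold change of 1.38 (standard error 0.16, adjusted p = 0.0712 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RT1-Da had one of 1.38 (standard error 0.21) and RT1-DMb one of 1.47 (standard error 0.40). RT1-Ba had a log2 fold change of 2.15 (standard error 0.53) that was 1.35 without CCI 3. RT1-DMa, at 0.48, was not called. RT1-Bb, at 0.66 (standard error 0.62), was not called either. It ranged from 0.11 to 1.39 with each library left out in turn, and was highest without sham 3.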

Previous studies have provided evidence as to the deduction, such as CD4^+^ T cells were recruited into injured DRG after CCI [23], depletion of macrophages or T cells reduced neuropathic tactile allodynia [24], etc. Together, we suggest both macrophages and T cells, are activated in response to CCI at 11 days post-surgery, and play central roles among immune cells, with the former dominant, in the injury-induced neuroimmune events within DRG by interacting with other types of cells and contributing to the persistence of NP.

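The summed level of 19 macrophage markers was 461 ± 79.5 CPM (SD, n = 3) in the CCI group and 263 ± 19.7 CPM (SD, n = 3) in the sham group (exact permutation test, two-sided p = 0.1, the smallest that 3 rats against 3 allow). Lyz2 carried most of that rise, with 254 ± 55.5 CPM in the CCI group and 129 ± 10.9 CPM in the sham group (SD, n = 3). A list of 17 T cell markers summed to 22.2 ± 2.39 CPM (SD, n = 3) in the CCI group and 15.1 ± 0.148 CPM (SD, n = 3) in the sham group (exact permutation test, two-sided p = 0.1). Most of the rise of that sum came from Cd4, the 1 gene of that list that passed the filter. Bulk tissue does not show which cells expressed Cd4, so its rise alone does not show more T cells. Cd4 (chromosome 4, 157383052 to 157408176) measured 16.7 ± 2.81 CPM in the CCI group and 10.4 ± 0.545 CPM in the sham group (SD, n = 3), a log2 fold change of 0.68 (standard error 0.14, adjusted p = 0.172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without Cd4 the other 16 markers summed to 5.51 ± 0.646 CPM (SD, n = 3) against 4.64 ± 0.634 CPM (SD, n = 3), a difference within the spread between rats (exact permutation test, two-sided p = 0.3). In the fit with no filter, Cd8a was called higher (unadjusted p = 0.0320 from edgeR's quasi-likelihood test). It had 1, 4 and 19 counts in CCI 1, 2 and 3 and 0, 0 and 0 counts in sham 1, 2 and 3. The difference rests on CCI 3, since without it the CCI mean was 0.858 times the detection limit of the sham group. Cd28 measured 0.713 ± 0.114 CPM in the CCI group and 0.329 ± 0.154 CPM in the sham group (SD, n = 3), with every CCI value above every sham value, and was not called in that fit (unadjusted p = 0.0508 from edgeR's quasi-likelihood test). The Cd3 genes were near the detection limit and showed no rise. In CCI 1, 2 and 3 against sham 1, 2 and 3, Cd3d had 0, 0 and 0 against 4, 0 and 4 counts. Cd3e had 0, 4 and 5 against 0, 0 and 8, and Cd3g had 0, 15 and 0 against 15, 12 and 8. None of these Cd3 genes was called in that fit. Markers of B cells summed to 1.72 ± 0.334 CPM (SD, n = 3) in the CCI group and 1.91 ± 0.277 CPM (SD, n = 3) in the sham group (exact permutation test, p = 0.7), with 1 gene tested at a log2 fold change of 0.21. Markers of neutrophils summed to 10.7 ± 2.10 CPM (SD, n = 3) and 10.8 ± 7.22 CPM (SD, n = 3) (exact permutation test, p = 1), and the median log2 fold change of the 3 genes tested was -0.14, or 0.94, called higher with limma's camera, without sham 1. The paper draws on the raised macrophage genes, the enriched innate and adaptive immune terms, and those for T-helper 1 regulation and MHC class II. It also cites earlier studies of macrophages and T cells. From these it proposes that both cell types were activated at this time, with macrophages dominant among the immune cells.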

In the context of sciatic nerve CCI, to explore key genes in injured DRG contributing to the persistence of NP, we compared our dataset with another RNA-seq dataset from a similar study [9] and identified 109 upregulated and 4 downregulated DEGs in common. Screening out both from raw data following the same procedures, the distinct number and profiles of DEGs in these two studies are probably due to the difference of the control group. Stephens et al. use naïve rats as the control group, and thus may presumedly capture gene expression changes not only associated with nerve constriction injury but also with skin incision, nerve terminal damage, and inflammatory response of deep muscle tissue. Besides, the two studies took 11 days and 14 days post-CCI as endpoints respectively, both of which were considered to be in the maintenance phase of NP [14]; however, the fact that transcriptional changes are dynamic in nature might also help to explain the distinction. Furthermore, a different number of biological replicates, heterogeneity between studies with respect to high-throughput platform, ligature, and tightness of ligation, etc., might also contribute to the discrepancies. For further integrative analysis, we also referred to partial data shown by Guo et al. [13], and found that at least Atf3, Vip, Gal, Npy, Adcyap1, Reg3b, Cacna2d1, Nos1, Gch1, Gabra5, Stac2, Pde6b are consistently upregulated across 11-14-28 day after CCI, that is to say from a relatively early to late maintenance stage of NP in the case of a rat model. Additionally, our dataset shared 14 out of 18 DEGs on the TOP 100 list with one existing overlapped data, which combined ipsilateral DRG transcriptional datasets of the other three peripheral nerve injury NP models from different studies [11]. 

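All 12 genes, namely Atf3, Vip, Gal, Npy, Adcyap1, Reg3b, Cacna2d1, Nos1, Gch1, Gabra5, Stac2 and Pde6b, were called higher in the CCI group, with a median log2 fold change of 3.54, and every CCI value lay above every sham value. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 of the 12 passed an adjusted p under 0.05 over all rows, and all 12 passed adjusted over the list alone, which is not independent evidence. The other time points were not analysed here. Reg3b (chromosome 4, 109467272 to 109471506) measured 18.0 ± 8.19 CPM in the CCI group and 0.770 ± 0.274 CPM in the sham group (SD, n = 3), a log2 fold change of 4.55 (standard error 0.46, adjusted p = 0.0445 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Stac2 (chromosome 10, 85988367 to 86004209) measured 35.2 ± 12.4 CPM in the CCI group and 1.66 ± 0.376 CPM in the sham group (SD, n = 3), a log2 fold change of 4.40 (standard error 0.31, adjusted p = 0.0105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cacna2d1 (chromosome 4, 15706035 to 16130848) measured 589 ± 168 CPM in the CCI group and 258 ± 2.06 CPM in the sham group (SD, n = 3), with a log2 fold change of 1.19 (standard error 0.19). Pde6b (chromosome 14) and Gch1 (chromosome 15) had log2 fold changes of 3.61 (standard error 0.44) and 2.05 (standard error 0.46). Gabra5 was counted on a row joined with AABR07003500 (chromosome 1, 112833944 to 112947399), which measured 20.9 ± 5.32 CPM in the CCI group and 5.20 ± 1.18 CPM in the sham group (SD, n = 3), a log2 fold change of 2.00 (standard error 0.24). Nos1 (chromosome 12, 44213943 to 44520341) measured 18.5 ± 10.4 CPM in the CCI group and 9.73 ± 0.379 CPM in the sham group (SD, n = 3), with a log2 fold change of 0.93 (standard error 0.36, unadjusted p = 0.0391 from edgeR's quasi-likelihood test). This call rested on CCI 1, without which the log2 fold change was 0.36, and it was also lost without sham 1, sham 2 or sham 3, at p-values from 0.0799 to 0.0924 in the edgeR model. With array weights and with the 3 limma settings on log2 FPKM it was not called either.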

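Of the 14 genes of the list compared with the 3 other nerve injury models, 13 were found in the table, and all 13 were called higher in the CCI group with a median log2 fold change of 3.85. Every CCI value lay above every sham value in these 13 genes. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 passed an adjusted p under 0.05 over all rows, and all 13 passed adjusted over the list alone, which is not independent evidence. Serpina3n was not found by symbol in the table and was not analysed here, nor were the other datasets. Csrp3 (chromosome 1, 104147206 to 104166367) measured 4.98 ± 2.52 CPM in the CCI group and 0.343 ± 0.104 CPM in the sham group (SD, n = 3), a log2 fold change of 3.85 (standard error 0.46, adjusted p = 0.0714 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tgm1 (chromosome 15, 34378148 to 34392066) measured 15.0 ± 15.2 CPM in the CCI group and 0.427 ± 0.113 CPM in the sham group (SD, n = 3), an increase with a large spread between the CCI rats. Its log2 fold change of 5.14 (standard error 0.82) was 3.87 without CCI 1.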

Among the TOP 100 DEGs of each dataset, the DEGs found to be consistently upregulated were Npy, Gal, Atf3, Reg3b, Vip, Tgm1, Csrp3, Sprr1a, Cd74, Gadd45a, Jun, Adcyap1, Serpina3n, Gap43, 13 of which were also shared with our 113 overlapped DEGs except Cd74. Thereinto, Atf3, Jun, Cd74 and Gadd45a were hub genes of PPI module1 (Fig. 4B). 

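Jun (chromosome 5, 114011189 to 114014277) measured 139.8 ± 24.9 CPM in the CCI group and 67.1 ± 1.07 CPM in the sham group (SD, n = 3), a log2 fold change of 1.06 (standard error 0.12, adjusted p = 0.0712 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd74 (chromosome 18, 56071478 to 56080849) measured 111 ± 23.4 CPM in the CCI group and 39.7 ± 4.43 CPM in the sham group (SD, n = 3), a log2 fold change of 1.48 (standard error 0.17, adjusted p = 0.0712 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The third, Gadd45a (chromosome 4, 97782512 to 97784842), measured 40.5 ± 7.72 CPM in the CCI group and 10.3 ± 5.40 CPM in the sham group (SD, n = 3), a log2 fold change of 1.97 (standard error 0.37, adjusted p = 0.142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold changes of Jun, Cd74 and Gadd45a stayed between 0.91 and 1.16, 1.38 and 1.64 and 1.75 and 2.49.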

Though all these genes are commonly injury-induced, Atf3, a transcription factor, which is induced rapidly after nerve injury, likely play the central role among them. 

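Npy (chromosome 4, 79573998 to 79581208) measured 49.9 ± 21.2 CPM in the CCI group and 0.707 ± 0.0658 CPM in the sham group (SD, n = 3), a log2 fold change of 6.14 (standard error 0.36, adjusted p = 0.00490 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC100912228 (chromosome 4, 79557854 to 79565097) lies beside it with nearly the same values, 44.7 ± 19.1 CPM in the CCI group and 0.652 ± 0.0309 CPM in the sham group (SD, n = 3), so that the authors' counting could have split reads between the 2 rows. Gal (chromosome 1, 218652917 to 218657925) measured 51.4 ± 28.0 CPM in the CCI group and 2.28 ± 0.508 CPM in the sham group (SD, n = 3), a log2 fold change of 4.49 (standard error 0.43, adjusted p = 0.0383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gap43 (chromosome 11, 58624198 to 58717914) measured 205 ± 42.1 CPM in the CCI group and 101.3 ± 7.17 CPM in the sham group (SD, n = 3), a log2 fold change of 1.02 (standard error 0.15, adjusted p = 0.0974 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adcyap1 (chromosome 9, 121706979 to 121725716) measured 125 ± 28.9 CPM in the CCI group and 58.3 ± 3.55 CPM in the sham group (SD, n = 3), with a log2 fold change of 1.10 (standard error 0.17). Vip (chromosome 1, 42169501 to 42177582) was near the detection limit in the sham group, with 1344, 374 and 240 counts in CCI 1, 2 and 3 and 0, 0 and 8 counts in sham 1, 2 and 3. Its log2 fold change of 7.91 (standard error 1.28, adjusted p = 0.109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was 6.86 without CCI 1, and without sham 3 no sham count was left. Sprr1a (chromosome 2, 192669143 to 192671059) had 429, 133 and 115 counts in CCI 1, 2 and 3 and 6, 6 and 0 counts in sham 1, 2 and 3, and its log2 fold change of 5.83 (standard error 0.96) was 5.00 without CCI 1. CCI 1 held the highest value of 12 of the 13 genes found of the list shared with the other nerve injury models.

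**Figure D3:**
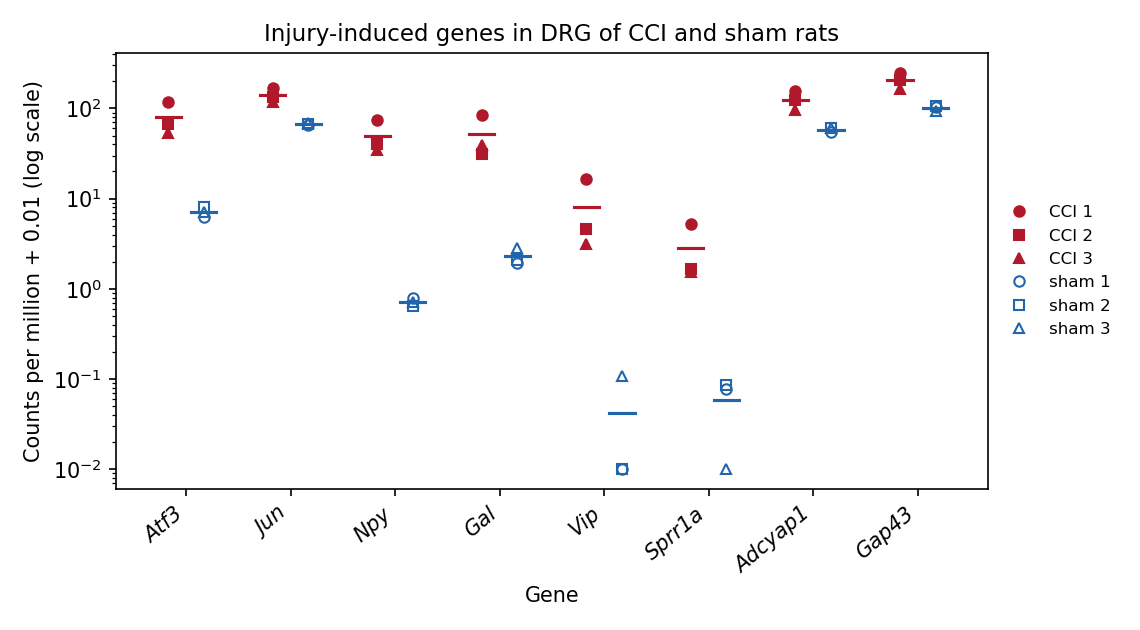
CPM of Atf3, Jun, Npy, Gal, Vip, Sprr1a, Adcyap1 and Gap43 (x axis, 1 gene per position) on a log scale after adding 0.01 (y axis). Circles, squares and triangles stand for libraries 1, 2 and 3, filled red for CCI and open blue for sham, and bars are group means. In each of these genes the 3 CCI rats lie above the 3 sham rats.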

By acting with other injury-induced transcription factors upregulated in our study, such as Jun, Atf3 could positively regulate the expression of Npy, Gal, Vip, Sprr1a, Adcyap1, Gap43, etc., all of which play vital roles both in NP and axon regeneration [17,[25], [26], [27]]. Notably, by integrating these high-throughput datasets, we found considerable similarity in transcriptional signatures regardless of the same CCI model with different time points or different NP models induced by various peripheral nerve injuries. These genes are likely involved in the common mechanisms of NP and might serve as therapeutic targets. (Table 2 summarizes shared DEGs of our dataset and the other three datasets discussed above).

MicroRNA (miRNA) is a small non-coding RNA that can negatively regulate multiple gene expressions at the post-transcriptional level by binding with the 3′-UTR of mRNAs. MiRNAs are involved in a variety of diseases by regulating disease-related mRNAs, including neuropathic pain [28]. However, the roles of miRNAs remain inadequately explored in the context of NP. Among DEmiRNAs in our study, miR-21-5p was the most significantly expressed, which has been consistently reported to upregulated in the DRG neurons of NP rodents after various peripheral nerve injuries [7,22,[28], [29], [30]], deletion or overexpression of miR-21-5p could attenuate or enhance pain hypersensitivity, respectively [22,30]. Simeoli et al. provided an interesting suggestion that injury-induced miR-21-5p drives pain hypersensitivity probably through mediating neuron-macrophages communications. Specifically, miR-21-5p is released as part of exosomal cargo from neurons and phagocytosed by macrophages, which then polarize toward a pro-inflammatory over an anti-inflammatory phenotype. Pro-inflammatory macrophages in turn release inflammatory mediators to sensitize nociceptive neurons, leading to sensory hypersensitivity eventually [22]. Though the importance of miR-21-5p, we didn't identify genes of interest being its target, maybe further exploration is needed in the future. As for another downregulated DEmiRNAs, miR-34a-5p, which has been also reported involved in NP [28], was predicted to target 7 upregulated mRNA transcripts in our study. 

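The miRNA libraries were not analysed here, and the values are those of the predicted target genes in the mRNA libraries. Of the 15 predicted target genes of Table 1, 14 were tested, with 12 called higher and 2, Rasgrp3 and Mapk7, called lower, and a median log2 fold change of 2.47. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 passed an adjusted p under 0.05 over all rows. All 14 passed adjusted over the list alone, which is not independent evidence since the study chose the genes on these samples. Tested as a set, the list was called with camera (adjusted p = 9.44e-18 over 26 lists) and with fry (adjusted p = 0.0235), but not with an estimated correlation (adjusted p = 0.0577). Smagp (chromosome 7, 142244295 to 142260896) measured 5.70 ± 2.89 CPM in the CCI group and 1.04 ± 0.228 CPM in the sham group (SD, n = 3), a log2 fold change of 2.45 (standard error 0.40, adjusted p = 0.109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tdrd12 (chromosome 1, 91740933 to 91811547) had a log2 fold change of 2.49 (standard error 0.47). Cldn4 (chromosome 12, 24761210 to 24763005) had 265, 119 and 73 counts in CCI 1, 2 and 3 and 4, 16 and 0 counts in sham 1, 2 and 3. The increase, 4.52 on the log2 scale (standard error 1.08), depended on single libraries, at 3.87 without CCI 1 and 6.26 without sham 2.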

No known studies have exhibited these pairings. Considering Gal, which is a well-known pain-related gene encoding neuropeptide galanin [31], we would prefer to focus on miR-34a-5p-Gal pairing for deep investigation. With similar consideration, though miR-216b-5p, miR-541-5p, miR-217-5p have no known evidence of involvement in NP, they were predicted to target known pain genes, i.e., Sox11, Gabra5, Vip, respectively [25,32,33]. Thus, miR-216b-5p-Sox11, miR-541-5p-Gabra5, miR-217-5p-Vip, are desired further investigations. MiR-130a-5p has been implicated in NP [34], while its predicted target, Rasgrp3 was otherwise. 

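Rasgrp3 (chromosome 6, 21072634 to 21135880) measured 4.13 ± 1.07 CPM in the CCI group and 7.38 ± 2.39 CPM in the sham group (SD, n = 3), a log2 fold change of -0.84 (standard error 0.31, unadjusted p = 0.0310 from edgeR's quasi-likelihood test). The row had 254, 424 and 303 counts in CCI 1, 2 and 3 and 807, 371 and 683 counts in sham 1, 2 and 3, so that sham 2 lay within the range of the CCI group. The gene was no longer called without CCI 1, CCI 3, sham 1 or sham 3, at p-values from 0.0775 to 0.102 in the edgeR model.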

More investigations are needed on both. Actually, the DEmiRNA arousing our interest most is miR-200a-3p, of which target mRNAs, Atf3 and Serpinb2, are both on the list of 113 overlapped DEGs and hub genes simultaneously. As we have discussed above, Atf3 is a pain gene that plays a pivotal role within DRG in PNI-induced NP states and axon regeneration. Serpinb2 is known as a regulator of the inflammatory process and has been found to contribute to macrophages infiltration via enhancing Ccl2 expression in different disease models [35,36]. Besides, miR-200a-3p has been reported to modulate gene expression in comorbid pain and depression [37]. Therefore, miR-200a-3p, Atf3, Serpinb2, and their regulatory relationships should be put most emphasis on for next step investigation. Same as Atf3 and Serpinb2, Vtcn1 is the third core mRNA shared by two sets of candidate mRNAs. It was predicted to be targeted by miR-34a-5p, miR-217-5p, miR-146b-3p and miR-216b-5p. Vtcn1, also known as B7–H4, is similar to Serpinb2, it is not directly related to pain; however, its importance in immune response has made it a therapeutic target for the treatment of tumors, inflammation, autoimmune diseases, and organ transplantation [38]. Therefore, we are willing to explore its function in the context of NP in the future. Taken together, we speculate except miR-21-5p, miR-34a-5p, miR-200a-3p, miR-130a-5p which have been implicated in NP, miRNAs including miR-216b-5p, miR-217-5p, and miR-541-5p are also promising candidates for NP research because they predictively target pain-genes. Meanwhile, we identified another two interesting key genes, Serpinb2 and Vtcn1, which might present promising therapeutic targets.

There are still some limitations. The RNA-seq was carried out on bulk DRG tissue, which cannot represent the transcriptome changes in different individual cell types, especially those of research interests, such as immune cells, satellite glial cells, sensory neurons, and corresponding subtypes, etc. With the emerging scRNA-seq and snRNA-seq techniques, increasing studies tend to explore PNI-induced transcriptional alterations of DRG neurons and non-neuronal cells at the single-cell level [17,18,39,40]. For further research, we could employ this powerful technology to investigate the expression profiles of DRG subtype cells in the context of CCI-induced NP, which will contribute to drawing the whole physiological and pathological cell transcriptome atlas of all kinds of PNI-evoked NP conditions. That will be sure to provide further insight into the underlying mechanisms of NP and facilitate the development of pain therapies. Additionally, we did not include female rats in our study, sexual dimorphisms has been increasingly reported in the context of neuropathic pain [41]. In future studies, we will conduct preclinical and clinical experiments on both sexes to elucidate the roles of candidate mRNAs and miRNAs we have identified herein.

## 4 Materials and methods

### 4.1 Animals

Male Sprague-Dawley (SD) rats (6–8 weeks, weighing 180–220 g) were acquired from Charles River company (Beijing, China) and group-housed (2 per cage) under standard conditions (specific pathogen-free, temperature: 22–25 °C, humidity: 45–50 %, 12 h light/dark cycle) at the Laboratory Animal Center of the First Hospital of Jilin University, with free access to food and water. All animals were habituated to the environments for two-three weeks before experiments. The body weights of rats were 340–380 g at the time of surgery. All experimental procedures were approved by the Ethics Committee of the First Hospital of Jilin University (Approval No. 20210581) and followed the Guidelines for Care and Use of Laboratory Animals of Jilin University. All efforts were made to minimize the rat's number and their suffering.

### 4.2 Surgery

SD rats were randomly assigned to the CCI or sham group. The CCI and sham models were established as previously described [42]. Briefly, after anesthesia induction with 4 % isoflurane and maintenance with 2 % isoflurane, a rat was fixed in a prone position on the operating table, after shaving and sterilizing with iodine and 75 % ethanol, we cut the skin and subcutaneous tissue with a scalpel at the left middle thigh. Then we carefully dissected the sciatic nerve underlying the biceps femoris with scissors along the muscle fibers. About 7 mm-long nerve proximal to the sciatic trifurcation was exposed and then loosely tied by 4 knots with 4-0 absorbable suture with 1 mm spacing. The desired degree of knot tightness was to retard the circulation through the superficial epineural vasculature and sometimes produced a small, brief twitch in the muscle surrounding the exposure. For the sham group rats, the left sciatic nerve was identically exposed without ligation. At last, the incision was closed in layers with 4-0 non-absorbable sutures. Rats were monitored daily after surgery. It is also worth mentioning that the Naïve group of Stephens et al. [9] underwent no surgical procedures.

### 4.3 Behavioral testing

The rats were allowed to acclimate to the testing environment for 30 min daily beginning from 3 days before surgery, as well as acclimate for 30 min before behavioral testing at the time point of 3 h before and 1, 3, 7, and 11 days after surgery. For mechanical withdrawal threshold (MWT) testing, the rats were placed individually in plexiglass chambers on top of a wire mesh platform. The plantar surface of the hind paw in the innervation area of the sciatic nerve was stimulated with ascending force intensities of von Frey filaments (Touch Test®, North Coast Medical, CA, USA) to determine MWT. A positive response was defined as withdrawing, shaking, or licking the paw. The number of positive responses for each force was recorded. If the response rate was more than 40 % (i.e., withdrawal response was elicited in two or more out of five applications) to a given stimulus intensity, testing stopped and the force of the last von Frey filament was designated as the MWT. Significant decreases in MWT were interpreted as mechanical allodynia.

For thermal withdrawal latency (TWL) testing, the rats were placed individually in plexiglass chambers with a glass floor. The BME-410C Plantar Analgesia Tester (Institute of Biomedical Engineering, CAMS, China) was used for testing. The heat source from a light bulb was positioned underneath the rat and focused on the plantar surface of the hind paw, the time taken to withdraw from the heat stimulus was recorded as TWL. The intensity of the light source was adjusted to produce withdrawal latencies of 10–12s in naïve rats before formal testing, with a pre-determined 20s cut-off to prevent tissue damage. Significant decreases in TWL were interpreted as thermal hypersensitivity.

### 4.4 Tissue collection and RNA extraction

At 11 days post-surgery after behavioral testing, rats with expected behavioral performances were assigned to the CCI group (n = 7) and sham group (n = 7). Lumbar (L)4–6 DRG were harvested from one rat per sample. Briefly, the rats were euthanized with isoflurane (5 %) and perfused with normal saline (250 ml, 4 °C) through the ascending aorta. The ipsilateral L4–L6 DRG of the surgery side (left) were rapidly dissected in an RNase-free environment. The samples were snap-froze in liquid nitrogen and then stored at −80 °C until use. The total RNA of each sample was extracted by TRK-1002U (LC Sciences, Houston, Texas, USA) according to the manufacturer's protocol. The quality and quantity of RNA in each sample were measured by Nanodrop ND-1000 (NanoDrop, Wilmington, DE, USA). The RNA integrity number (RIN) was assessed by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) with RIN >7.0. Three rats of each group formed three biological replicates.

### 4.5 cDNA library preparation and RNA sequencing

Briefly, approximately 2 μg of total RNA from each sample was used to prepare the cDNA library of mRNA by ribosomal RNA depletion method using Ribo-Zero rRNA Removal Kit (Illumina, San Diego, CA, USA), while about 2 μg of total RNA was used to prepare the cDNA library of miRNA by TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, USA) following the manufacturer's instructions. The quality of the final cDNA library was assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) for further RNA-seq. The cDNA library of mRNA was subjected to deep sequencing using an Illumina Novaseq 6000 sequencing platform with a paired-end method, while the cDNA library of miRNA was on an Illumina Hiseq 2500 sequencing platform. 12G raw data per sample were obtained on average.

### 4.6 Screening of differentially expressed mRNAs and miRNAs

After being strictly filtered and screened from raw reads, the clean reads of mRNA were mapped to the *Rattus norvegicus* reference Genome (V101) by HISAT(V2.0.4). The mapped reads of each sample were assembled using StringTie. After the final transcriptome was generated, StringTie (V1.3.0) and edgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html) were used to estimate the expression levels of all transcripts, which were then normalized with the FPKM (Fragments Per Kilobase of exon model per Million mapped reads) algorithm. Compared to sham rats, the significantly differentially expressed mRNAs (DEGs) of CCI rats were screened by edgeR using a cut-off of |log2 fold change| ≥0.58 and p < 0.05. For miRNA, the clean reads of miRNA were mapped to the reference genome in the miRBase 22.0 (http://www.mirbase.org/). Significantly differentially expressed miRNAs (DEmiRNAs) were screened using *t*-test based on normalized deep-sequencing counts with the same cut-off. The volcano plot and heatmap of DEGs were generated via the R package ggplot2 and pheatmap. Furthermore, to compare with another study similarly exploring the global mRNA profiles of rat DRG after CCI, raw data of GSE100122 RNA-seq dataset was downloaded from Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/), The DEGs were screened with the same procedures as described above. The intersection of our DEGs and DEGs derived from GSE100122 was conducted by the online tool Draw Venn Diagram (http://bioinformatics.psb.ugent.be/webtools/Venn/) for further analysis. Our mRNA sequencing data has been submitted to the GEO repository and assigned GEO accession numbers: GSE212311.

### 4.7 Functional enrichment analysis

For functional enrichment analysis of the 467 DEGs, the upregulated and downregulated DEGs were subjected to Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis respectively with the online Metascape database (http://metascape.org/gp/index.html#/main/step1). Metascape is a powerful tool that integrates several authoritative functional databases such as GO, KEGG, STRING, BioGrid and Uniprot, etc. for gene and protein bioinformatics analysis [43]. Significant enrichment was indicated by a minimum overlap of 3, p-value cut-off of 0.05, and minimum enrichment of 1.5.

### 4.8 Protein-protein interaction (PPI) network

To identify the potential interactions among the upregulated DEGs-encoded proteins, which were of particular interest compared to the downregulated ones, the Metascape database was also employed to construct the PPI network, which was then visualized by Cytoscape software (version 3.9.1). The connection degree of each protein, namely the number of proteins it connects, was calculated to evaluate its importance in this network. Significant PPI network modules were then identified via the Cytoscape plugin Molecular Complex Detection (MCODE) (version 2.0.2) with selection criteria: MCODE scores >5, degree cut-off = 2, node score cut-off = 0.2, maximum depth = 100 and k-score = 2.

### 4.9 Regulatory network of mRNAs and miRNAs

Targetscan (version 5.0) (https://www.targetscan.org/) and miRanda (version 3.3a) (http://www.microrna.org/microrna/) were used to predict potential target genes of DEmiRNAs, the strength of predicted miRNA-mRNA pairings met with both TargetScan_score ≥50 and miranda_Energy < −10 were screened out. Next, from predicted target mRNAs, only the ones belonging to overlapped DEGs (our dataset vs GSE100122) or hub DEGs of PPI modules were selected as the final candidate mRNAs, and their corresponding DEmiRNAs were matched. Only pairings with inverse expression, i.e., upregulated DEG and downregulated DEmiRNA or vice versa, were selected.

### 4.10 Quantitative real-time PCR (qRT-PCR)

Fifteen upregulated DEGs were selected for qRT-PCR validation. The concentration and quality of total RNA extracted from each sample (n = 7 per group) as described previously were determined with Epoch Microplate Spectrophotometer (Biotek, USA), and then reverse transcribed into first-strand cDNA using Eastep®RT Master Mix Kit (Promega, USA) following the manufacturer's instructions. Primer sequences are listed in Supplementary Table S1. The 20 μl PCR reaction mixture consisted of 10 μl 2 × ChemoHS SYBR Green qPCR Mix without ROX (Monad, China), 0.4 μl primers (10 nM, forward and reverse), 2 μl cDNA and nuclease-free water (up to 20 μl). Real‐time PCR reactions were performed on a Linegene 9600 Plus detection system (Bioer, Hangzhou, China) with thermal cycling program: incubation at 95 °C for 10 min, 40 cycles of denaturation at 95 °C for 10s, and annealing/elongation at 60 °C for 30s followed by melting curve analysis to confirm the specificity of the primers. Three biological replicates from each group and three technical replicates for each sample were set for analysis. Expression levels of these genes in the CCI-DRG compared with the sham-DRG were determined by the 2-ΔΔCt method. GAPDH was used as the internal reference. The overall study design has been depicted in a schematic diagram (Fig. 5).

**Fig. 5:**
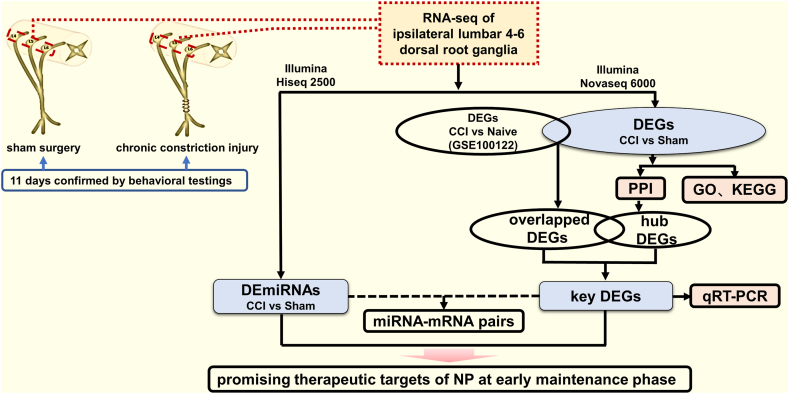
Schematic diagram of the study design. NP: neuropathic pain; CCI: chronic constriction injury; DEGs: differentially expressed mRNAs; DEmiRNAs: differentially expressed miRNAs; GO: Gene Ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes; PPI: protein-protein interaction; qRT-PCR: quantitative real-time PCR.

### 4.11 Statistical analysis

The statistical analysis of behavioral testings and qRT-PCR were performed using GraphPad Prism 9 (GraphPad Software, La Jolla, CA, USA). Shapiro-Wilk test was used to test data normality. Behavioral testings were analyzed using two-way repeated measures ANOVA followed by Tukey's post-hoc test, and data were expressed as mean ± SD. Two-tailed unpaired *t*-test was used to analyze qRT-PCR results, and data were presented as mean ± SEM. p < 0.05 was considered statistically significant.

## 5 Conclusions

In conclusion, we have delineated transcriptomic signatures of rat ipsilateral DRG that underwent expression changes triggered by CCI, and gained a comprehensive landscape of the key mRNAs, miRNAs, and main pathophysiological processes involved in the persistence of NP at a relatively early maintenance phase. Candidate mRNAs and miRNAs, such as Atf3, Jun, Cd74, miR-21-5p, miR-34a-5p, miR-200a-3p, and macrophages-specific genes (Cx3cr1, Arg1, Cd68, Csf1r) may serve as promising therapeutic targets for NP. We will continue to focus on verifying the roles of these candidates by conducting preclinical and clinical experiments on both sexes in future studies.

## Author contributions

YQ, HW and LL designed, coordinated and supervised the study, and wrote the manuscript. YQ and QL carried out the experiments. YQ and RC collected and analyzed the data. All authors have read and approved the final submitted manuscript.

## Funding

This study was supported by the 11th Youth Development Fund of The 10.13039/501100017585First Hospital of Jilin University (No. JDYY11202030).

## Institutional review board statement

Not applicable.

## Informed consent statement

Not applicable.

## Data availability statement

RNA sequencing raw data generated in this study have been deposited in the Gene Expression Omnibus under the accession number GSE212311. Publicly available raw datasets GSE100122 provided by a previous study [9] was used in this work.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Neuroinflammation signatures in dorsal root ganglia following chronic constriction injury
**Source:** Heliyon. 2024 May 17;10(10):e31481. doi: 10.1016/j.heliyon.2024.e31481

**Table S1.** Primer sequences for quantitative real-time PCR

|  | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- |
| Cx3cr1 | CATGTGCAAGCTCACGACTG | GTTGCACTGTCCGGTTGTTC |
| Arg1 | CTGGGTGGAGACCACAGTATG | CCTTCAGGAGAAAGGCCACC |
| Cd68 | GACACTTCGGGCCATGCTTC | GGAGGACCAGGCCAATGATG |
| Csf1r | GGGAGAAGAGTAGGACCACC | AGTGCTCCTCTGACCCATGA |
| Gadd45a | CTGTGTGCTGGTGACGAACC | ACCCACTGATCCATGTAGCG |
| Adcyap1 | TAGCTTCGGCAAACAAGTCC | TACACATGGTCATTCGCGGC |
| Panx1 | GTGGCTGCACAAGTTCTTCC | AACTTCAGGTCGGAGCAGAG |
| Sox11 | CCGACGACCTCATGTTCGAC | GGTCCTTATCCACCAGCGAC |
| Ccl2 | AGCCAACTCTCACTGAAGCC | TGGGGCATTAACTGCATCTGG |
| Fcgr3a | TCCGTGGCAGTCTATGAGG | CAGATGGTGAGGTCGCAAG |
| Bdnf | TGGCAGGCTTTGATGAGACC | TCTCACCTGGTGGAACTCAG |
| Tyrobp | ACAGGCCCAGAGTGACAATTAC | CAATCCCAGCCAGTACACCC |
| Ctss | AGTCATTTCGACCAGCCTCC | GCACCCAAAACAGCCATCTC |
| Vtcn1 | GGCTTTGGTATTTCAGGCAAGC | GTCAGGTTCAAACGTGCAGC |
| Csrp3 | TGTAAGGTCTGCTATGGGCG | GCTGGCTTTGGGGATTGTTG |
| Gapdh | TCTCTGCTCCTCCCTGTTCT | GTTCACACCGACCTTCACCA |

**Figure S1.** MiRNA-mRNA regulatory network. (A) Selected key DEGs for constructing miRNA-mRNA network. 113 DEGs in yellow circle are overlapped genes between our dataset and GSE100122 dataset, 58 DEGs in blue circle are hub genes from 5 PPI modules, 16 genes are shared by these two sets of genes. (B) Highly predicted miRNA-mRNA pairs between 16 DEmiRNAs and selected key DEGs. Blue and red circle indicate downregulated and upregulated miRNAs respectively, red and blue square indicate upregulated and downregulated mRNAs respectively.

**
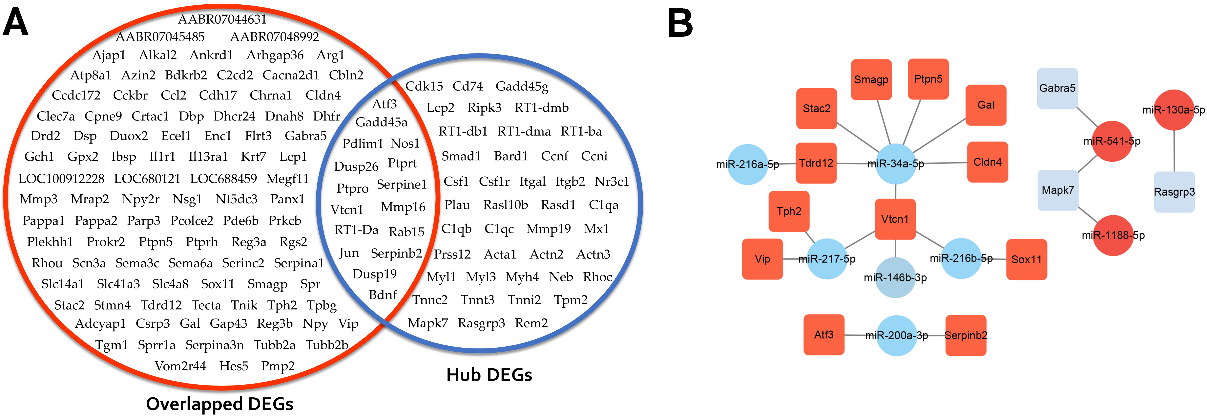
**

**Figure S2.** qRT-PCR validation for expressions of selected DEGs from RNA-seq analysis. Values are expressed as mean ± SEM. *p <0.05, **p <0.01, ***p <0.001, ****p <0.0001 CCI group (n=3) compared with the sham group (n=3).

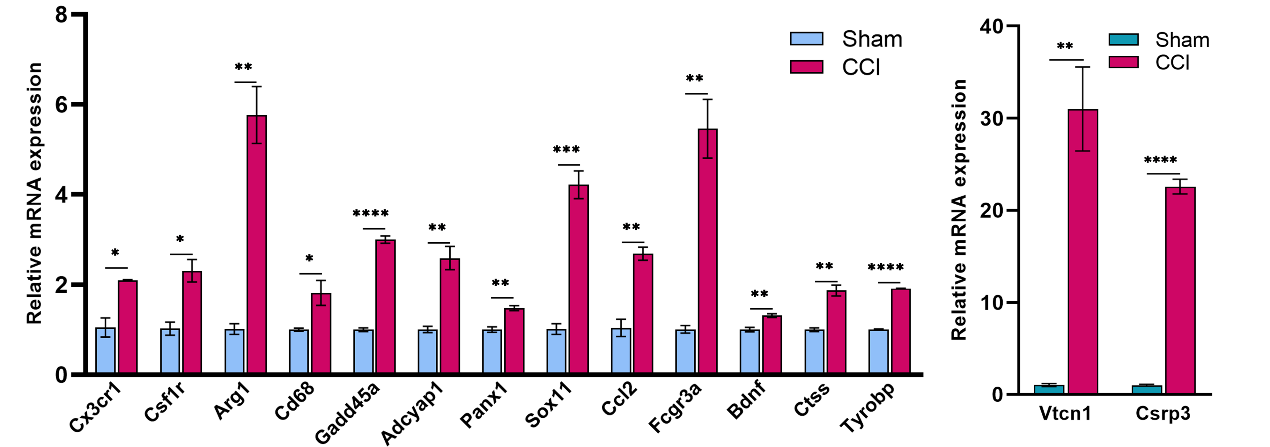

**Supplement:** Multimedia component 1

How the deposited data were processed for this re-analysis (not part of the article)

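RNA of the ipsilateral lumbar DRG of 3 CCI rats and 3 sham rats, taken 11 days after surgery, was sequenced by the authors in 6 libraries, 1 rat each. The deposited table holds 43350 gene rows, of which 35757 have a count in any library. According to the paper, the authors mapped clean reads to the rat genome V101, assembled the mapped reads and estimated transcript expression levels. The count values are whole numbers of reads per row and sample that the authors deposited without normalization. The paper names StringTie and edgeR for estimating expression levels and does not state whether strand was used. The FPKM values, also made by the authors, are those counts divided by the column total and by a row length, and rows with a count of 0 are listed at a small constant in place of 0. Rows without a gene symbol numbered 6849 and held 5.37% to 5.72% of the counts of a library. No numeric column of the samples was left unused.
The labels give no treatment for sham rats and mention a pooled sample, while the paper describes exposure of the nerve and 1 rat per sample. Samples were grouped by surgery as the labels and column names give it. The total counts, between 75423546 and 87615743, were used as deposited, and the paper's 12 G of raw data per sample was not used.
The plan, written before the data were examined, assumed a table of FPKM values and named limma on log2(FPKM + 0.1), with edgeR's quasi-likelihood test to be used if counts were present. Since counts were present, edgeR 4.0.16 was used with TMM factors and a trended prior (2.52 prior degrees of freedom). The 26663 rows with a mean FPKM of at least 0.5 were tested, of which 20072 had a gene symbol, 6591 had none and 13712 were of protein-coding type. Genes were called at an unadjusted p under 0.05 and a log2 fold change of at least 0.58 in size, as in the paper, and separately at a Benjamini-Hochberg adjusted p under 0.05. Where several rows carried 1 symbol, a protein-coding row was taken first, then a row that does not join several genes, then the row with the largest total count. A group whose libraries all had 3 counts or fewer was treated as at the detection limit, and folds against it are given as lower bounds. The genes named are those the paper names in its text, tables, Fig. 4B and Fig. S1A, the 10 largest increases and the 10 largest decreases among called genes with a symbol whose groups do not overlap, and the genes of the marker lists.
Of 28 gene lists, 26 had enough tested genes for limma 3.58.1's camera with a preset correlation of 0.01. The lists were the overlapped genes, modules 1 to 5, the qRT-PCR genes, the genes shared with each of the other studies, the predicted miRNA targets, other genes the paper names, MHC class II genes and markers of macrophages, M1 and M2 macrophages, T cells, B cells, neutrophils, skeletal muscle, adipocytes, erythrocytes, satellite glia, Schwann cells, nociceptors, large neurons, endothelium, fibroblasts and the cell cycle. Terms were tested with Fisher's exact test on the annotation carried by the table.
The alternatives set out in that plan were limma on log2(FPKM + 1), a filter of a mean FPKM of at least 1, no filter and median scaling. Quantile normalization with limma on log2(FPKM + 0.1), a prior without trend and array weights were also set out. Further alternatives were rows with a symbol alone, a block for the replicate number and leaving out each library. For lists they were fry and an estimated correlation, and for terms another background, another set of changed genes, log2(FPKM + 1) and the fit without sham 1. After seeing the data, limma on log2(FPKM + 0.1), edgeR's exact test, DESeq2 1.42.0, fits of protein-coding rows with and without the filter, and counts of 1 row per symbol or of protein-coding rows after the fit were added.
The tests were tried on simulated counts of 26663 genes, 200 of them changed. The changed genes were drawn from genes above a minimum mean count, so their recovery does not describe genes with few counts. The quasi-likelihood test called 179 (89.5%) of the changed genes and 701 (2.65%) of the others at the paper's limits. At an adjusted p under 0.05 it called 106 changed genes and 10 others, the exact test 144 and 64, and DESeq2 159 and 86. With the block for the replicate number the quasi-likelihood test called 72 and 16, and limma on log2(FPKM + 0.1) called 90 and 5. Camera called the 1 raised list and 0 of 20 unchanged lists. The simulated genes were drawn independently of each other, so this could not test camera's assumption of a low correlation. R 4.3.3 with data.table 1.17.8 and Python 3.11.15 with pandas 2.3.3, scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9 were used. The miRNA libraries, the qRT-PCR measurements and the data of other studies were not analysed here.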

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

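All tests in this part were chosen only after the results they concern had been seen. The results are here because they lie in genes or loci that the paper does not discuss.
Among rows without a gene symbol, 226 were raised and 129 lowered at an unadjusted p under 0.05 and a log2 fold change of at least 0.58, of 6591 tested. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 were raised and 0 lowered at an adjusted p under 0.05. One technical explanation is that such loci are fragments of named genes that changed. Of the raised loci 7 (3.10%) lay within 10 kb of a raised named row, against 57 of 6236 other unnamed rows (0.914%, Fisher's exact test p = 0.00665), so that some of them may be such fragments. For the lowered loci the share was 6.20% against 1.31% (Fisher's exact test p = 0.000441). The remaining 219 raised loci lay farther away, which excludes nearby fragments as the whole cause. Fragments of genes more than 10 kb away, gene length and GC content were not tested, and an effect of the injury remains open for these loci.
LOC103689927 (chromosome 10, 37073345 to 37084637) was at least 227-fold higher in the CCI group, with no count in any sham library. It is 1 of 9 rows with at least 30 counts in every library of 1 group and none in the other. Over the 10 ways of splitting the 6 libraries into groups of 3, 3 of 10, the real one included, gave as many such rows, so that rows which are on or off in single rats whatever the surgery are a candidate explanation. The same holds for Mapk7, a gene of module 5 and a predicted miRNA target, which is another of the 9 rows, with no count in any CCI library. Of the 9 rows, 8 had a neighbour within 50 kb, and 0 of these had one that gained at least 0.5 times its count in the other group. This excludes reads counted on such a neighbour as the cause for most of the 8 rows, and the row without a neighbour could not be tested in this way. Neighbours of LOC103689927, chosen after their values were seen, also differed between rats of 1 group. LOC103689931 had 1679, 1870 and 0 counts in CCI 1, 2 and 3 and none in the sham libraries. LOC103690013 had 436, 432 and 6 counts in the CCI libraries and 441, 494 and 478 in the sham libraries. Inherited differences between rats were not tested, since no genotypes are available here.
Crisp3 (chromosome 9, 24066303 to 24088064) rose by a log2 fold change of 7.32 (adjusted p = 0.0973 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1531, 317 and 387 counts in CCI 1, 2 and 3 and 0, 8 and 6 counts in sham 1, 2 and 3. The log2 fold change was 6.27 without CCI 1 and 7.97 without sham 2, and it also fell by more than 1.5 times on the linear scale without sham 1. Hamp (chromosome 1, 89368021 to 89369960) rose by 5.54 on the log2 scale, with 280, 224 and 123 counts in CCI 1, 2 and 3 and 14, 0 and 0 counts in sham 1, 2 and 3, and without sham 1 no sham count was left. Lce1f (chromosome 2, 192990613 to 192992179) rose by 5.51, with 355, 99 and 42 counts in CCI 1, 2 and 3 and 7, 1 and 3 counts in sham 1, 2 and 3, and the value was 4.31 without CCI 1 and 6.29 without sham 1. AABR07065423, a small nucleolar RNA, had 21, 27 and 3 counts in CCI 1, 2 and 3 and 1, 0 and 0 counts in sham 1, 2 and 3, at least 5.84-fold higher in the CCI group. Sham counts near the detection limit leave the size of these increases uncertain. Neither the injury nor a technical source was tested separately for them.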

How the results depend on the processing

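The settings named here as added were chosen only after the results had been seen. The cause of a change was not tested unless the setting itself, by leaving out samples or genes, gives it.
Of the counts of called genes, lists and terms, 97 comparisons stayed within 1.5 times the reported count and 34 did not. With limma on log2(FPKM + 1), 410 rows were higher and 161 lower at the paper's limits. Rows with a symbol alone gave 214 lowered rows, since fewer rows were tested. At an adjusted p under 0.05, quantile normalization, fitted with limma on log2(FPKM + 0.1), gave 5 lowered rows and a prior without trend 8 raised rows. That limma fit without the normalization gave the same number of lowered rows, so the drop cannot be assigned to the normalization. Among added settings, limma on log2(FPKM + 0.1) gave 5 lowered rows, edgeR's exact test 169 raised and 68 lowered, and DESeq2 432 raised and 319 lowered, all at an adjusted p under 0.05. In simulated data these 2 tests also called more unchanged genes than the quasi-likelihood test. Protein-coding rows fitted alone, also added, gave 353 raised and 115 lowered rows, and 41 and 35 at an adjusted p. With no filter in that fit, 191 rows were lowered, and 40 were raised and 35 lowered at an adjusted p. Counted after the fit, again added, 1 row per symbol gave 354 and 130, and protein-coding rows 329 and 117.
Across the 6 fits that each left out 1 library, the raised rows ranged from 562 to 767 and the lowered from 312 to 421. At an adjusted p they ranged from 3 to 40 and from 3 to 21.
A block for the replicate number left 0 raised and 0 lowered rows at an adjusted p, with 617 and 318 at the paper's limits. The numbers do not appear to pair the rats, since the deviations from the group means correlated at -0.0106, -0.0218 and -0.0547 for libraries of the same number. This block therefore spends degrees of freedom without a pairing to remove. In the simulated counts the blocked fit still called 72 of the 200 changed genes at an adjusted p, against 106 without the block. Lost degrees of freedom were therefore not shown to be the whole cause of the 0 rows.
Of the gene lists called with camera, 9 passed with an estimated correlation. Module 2 (0.87) lost its call there, and module 4 (-2.81) lost it there and with fry, at unchanged medians. Directions reversed in 1 or more settings for 6 lists. The neutrophil list went to 0.14 with log2(FPKM + 1), 0.24 with no filter, 0.19 with quantile normalization, 0.22 with the block and 0.22 with the added limma on log2(FPKM + 0.1). The M1 list went to 0.18 with no filter and the fibroblast list to 0.067 with array weights. With 1 library left out, the medians ranged from -0.48 to 0.94 for neutrophils, -0.57 to 0.094 for M1 macrophages, -0.21 to 0.21 for fibroblasts, -0.17 to 0.047 for endothelium, -0.56 to 0.11 for adipocytes and -0.68 to 0.035 for erythrocytes. In all, 453 comparisons of lists kept direction and call, 18 were weaker, 5 stronger and 16 reversed.
With genes at an adjusted p alone, 1 term passed in place of 17. Of the comparisons of terms, 88 kept their call and 20 were weaker.
For the 89 genes followed through the settings, 1627 comparisons kept direction and call, 69 became stronger, 71 weaker and 0 reversed. At this depth, genes with 3 counts or fewer in a group allow a lower bound on their fold and no estimate of it, and T cell markers other than Cd4 were tested in the fits with no filter alone.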

Differences from the paper's values

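No cause was tested in this part. Settings chosen only after the values had been seen are named as such in their sentences.
The paper reports 467 differentially expressed genes, and 1022 rows were called here. Of the alternatives set before the data were examined, limma on log2(FPKM + 1) (571) and rows with a symbol alone (696) came within 1.5 times the paper's number, and the others did not. Protein-coding rows fitted alone (468), 1 row per symbol (484) and protein-coding rows counted after the fit (446) also did, and all 3 were chosen after seeing the values.
The paper reports 337 upregulated genes, against 686 here. Limma on log2(FPKM + 1) (410) and rows with a symbol alone (482) came within 1.5 times, and the other alternatives set before the data were examined did not. Protein-coding rows fitted alone (353), 1 row per symbol (354) and protein-coding rows counted after the fit (329), all chosen after seeing the values, came within it too.
For downregulated genes the paper gives 130, against 336 here. Of the alternatives set before the data were examined, limma on log2(FPKM + 1) (161) alone came within 1.5 times. Settings chosen after seeing the values gave 115 (protein-coding rows fitted alone), 191 (those rows with no filter), 130 (1 row per symbol) and 117 (protein-coding rows counted after the fit).
The paper lists 4 overlapped downregulated genes, of which 2 were called here. With no filter, an alternative set before the data were examined, 3 were called, as with protein-coding rows and no filter, a setting chosen after seeing the values. The other alternatives set before the data were examined did not close the difference.
The paper lists the following overlapped or hub genes as changed, and they were not called here. Atp8a1 (log2 fold change 0.59) was called with log2(FPKM + 1), quantile normalization, the replicate block and without sham 3, and with limma on log2(FPKM + 0.1), the exact test and DESeq2, the last 3 chosen after seeing the values. Drd2 (0.70) was called with a filter of FPKM 1, no filter, rows with a symbol and without CCI 3, and with the exact test, DESeq2 and both fits of protein-coding rows, chosen after seeing the values. Ibsp (1.50) and Pdlim1 (0.72) were called without CCI 3, and with the exact test and DESeq2, chosen after seeing the values. With each library left out in turn, Ibsp ranged from 0.43 to 1.87 and Pdlim1 from 0.43 to 0.97. Scn3a (0.81) was called with log2(FPKM + 1), quantile normalization, the block and without sham 2, and with limma on log2(FPKM + 0.1), the exact test, DESeq2 and protein-coding rows with no filter, chosen after seeing the values. Tubb2a and Tubb2b, on 1 joined row (0.56), were called without CCI 2, CCI 3 or sham 2. Rab15 (1.02) was called with the block and without sham 3, Dusp19 (-1.01) with the block and without CCI 2, and Prss12 (0.57) without CCI 3. Smad1 (0.57) was called without CCI 2, CCI 3, sham 1 or sham 3, and with protein-coding rows fitted alone, chosen after seeing the values. RT1-DMa (0.48) was called in no setting.
In module 4, Tpm2 (-0.78) was called without sham 2, and with DESeq2, chosen after seeing the values. Myl1 (-4.45) was called with the block and without CCI 1 or sham 2, and with protein-coding rows and no filter, chosen after seeing the values. Tnnc2 (-3.77) was called with the block and without sham 2. Neb (-1.0) was called without sham 3 and Tnnt3 (-1.61) without sham 2, and both with the exact test, chosen after seeing the values. Myh4 (-4.32) was called with a filter of FPKM 1, no filter, median scaling, array weights, rows with a symbol, the block and without CCI 1 or sham 2. It was also called with the exact test, DESeq2 and both fits of protein-coding rows, chosen after seeing the values.
Chrna1, Dnah8, Ptprh, Tecta, Vom2r44 and Serpinb2 lay under the filter and were called with no filter and, chosen after seeing the values, protein-coding rows with no filter. Cdh17 and Actn2 lay under it too and were called in no setting. Serpina3n and Rasl10b were not found by symbol.
The paper lists leukocyte activation, CD4 receptor binding, neuropeptide receptor binding, neuron projection terminus and serine-type peptidase complex as enriched for upregulated genes. For downregulated genes it lists calcium signaling pathway, neurotrophin signaling pathway, contractile fiber, striated muscle thin filament and sarcoplasmic reticulum. None of these 10 terms passed an adjusted p under 0.05 here with Fisher's exact test, in any alternative. The paper states a p-value cut-off with another tool, and parent terms were not filled in here, so limits and annotation differ. Neurotrophin signaling pathway had an unadjusted p of 0.0379 by Fisher's exact test with limma on log2(FPKM + 1). With genes at an adjusted p alone its unadjusted p was 0.0413 by the same test. Immune receptor activity, the C1q complex, regulation of the T-helper 1 type immune response and muscle system process had no directly annotated gene among the rows tested.
Fig. S1B draws Gabra5 in the color of downregulated genes, and its joined row rose here by 2.00 on the log2 scale.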

Other observations

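The tests on muscle, on blood and on splits at the paper's limits were set out with their predictions ahead of their results, and the other tests in this part were chosen only after the result had been seen.
Of the 26 genes found of module 4 and the muscle list, 25 were highest in sham 1, so that muscle tissue carried into that sample may account for much of their difference between groups. In the sham group 6 genes of the muscle list reached 1 CPM, and none of them is in a list of the paper. The median log2 ratio of the muscle list to the CCI mean was 2.73 in sham 1, -0.01 in sham 2 and 0.65 in sham 3. A lower level of muscle transcripts after CCI would be expected in sham 2 as well, and sham 2 did not show it. Leaving out CCI 2 or CCI 3 also took away calls, leaving 1 in module 4 and 0 in the muscle list in each case at an unadjusted p under 0.05.
A larger amount of blood in the CCI ganglia could raise immune genes. The erythrocyte list had a median log2 fold change of -0.41 over 6 genes (limma's camera, adjusted p = 0.108 over 26 lists), so that no rise was seen. The summed level of the list was 151 ± 49.1 CPM in the CCI group and 211 ± 109 CPM in the sham group (SD, n = 3; exact permutation test, p = 0.6), and this spread between rats leaves the explanation open. Without sham 1 the median was 0.03. The list was called lower without sham 2 (-0.57, adjusted p = 0.0425) and without sham 3 (-0.68, adjusted p = 0.00591), in a range of 0.00591 to 0.896 for limma's camera over the fits with 1 library left out. Hba-a1 measured 82.8 ± 29.7 CPM in the CCI group and 113 ± 58.6 CPM in the sham group (SD, n = 3). Of this list 5 genes reached 1 CPM in the sham group, and none is in a list of the paper.
Of the 10 ways to split the 6 libraries into groups of 3, the real one gave the most called rows at the paper's limits (1 of 10 with as many), and the 9 others gave 442 to 589 (median 527) in place of 1022. At an adjusted p the real split was again the highest (1 of 10), with 25 rows against 0 to 6. With 10 splits the share cannot fall below 0.1, so this test cannot exclude chance.
CCI 1 was the highest CCI library in 431 of the 686 raised rows (62.8%), against 35.0% of all tested rows. A larger share of neurons in that sample could give such a pattern. The nociceptor list was not higher in CCI 1 than in the other CCI libraries (median log2 ratio -0.0947), nor was the large neuron list (-0.16). Some lists of other cell types were lower in CCI 1, with median log2 ratios of -0.64 for fibroblasts, -0.43 for endothelium and -0.27 for Schwann cells. No tested gene of these lists was highest in CCI 1 among the CCI libraries. Other lists were not lower, at 0.05 for satellite glia and 0.11 for adipocytes and for erythrocytes. Macrophage markers (0.36), skeletal muscle markers (0.50) and neutrophil markers (0.63) were higher. A different share of tissues in CCI 1 therefore remains open, since the test rests on 1 library and neuron markers can themselves fall with injury. A stronger injury response in that rat is possible and was not tested separately.
Between Xcl1 and Tbx19 on chromosome 13 (83204267 to 83377799), all 12 tested loci without a symbol rose, with a median log2 fold change of 4.95 (4.01 without CCI 1). Their summed counts were 16848, 5985 and 5198 in CCI 1, 2 and 3 and 290, 261 and 333 in the sham libraries. Between Wrn and Nrg1 on chromosome 16 (62653691 to 63716384), 70 of 72 such loci rose, with a median of 0.75 (0.52 without CCI 1) and 49 called at an unadjusted p under 0.05, none of them at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 12 of 12 and 70 of 72 loci moving together, separate chance differences of single loci are excluded. The listed Nrg1 row moved the other way (log2 fold change -0.37), which argues against a net rise of that row as the source. Transcripts within the row were counted together, so a raised one among them is not excluded. Each region may hold 1 long transcript that the assembly broke into loci, and this was not tested. By gene order, the RefSeq gene list places 4 long non-coding RNAs between Xcl1 and Tbx19. Between Wrn and Nrg1 it places 2 long non-coding RNAs, 1 protein-coding gene and 2 pseudogenes. Whether the loci belong to any of these was not tested. Xcl1, chosen after its values were seen, had 62, 54 and 17 counts in the CCI libraries and 0 in each sham library. Of 91 runs of at least 10 consecutive unnamed loci, these 2 had a median of at least 0.58, and 0 had a decrease of that size.
Other marker lists moved little in the median of their tested genes, and genes under the filter could differ. The adipocyte marker Cidec, under the filter, had 157, 67 and 44 counts in CCI 1, 2 and 3 and 8 in each sham library. It was called higher with no filter (unadjusted p = 0.000434, adjusted p = 0.121, edgeR's quasi-likelihood test). The medians were -0.26 for adipocytes (3 genes), -0.11 for satellite glia (8), -0.14 for Schwann cells (10), -0.14 for nociceptors (12), -0.26 for large neurons (8), -0.11 for endothelium (5), -0.01 for fibroblasts (7) and 0.21 for cell cycle genes (11). Schwann cells (adjusted p = 0.0311) and large neurons (adjusted p = 4.91e-05) were lower in limma's camera over 26 lists, and the Schwann list lost its call without CCI 1 (-0.06), CCI 2 (-0.13) or sham 1 (-0.11). The cell cycle list was not called (camera adjusted p = 0.0540) and was called higher without sham 1 (0.16) and without sham 2 (0.38). The fibroblast list was called higher without CCI 1 (0.21). The 6 tested genes of the other genes the paper names had a median of 1.05, with 6 called.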
